# Longitudinal liquid biopsy identifies an early predictive biomarker of immune checkpoint blockade response in head and neck squamous cell carcinoma

**DOI:** 10.1038/s41467-025-63538-4

**Published:** 2025-09-01

**Authors:** Binbin Wang, Robert Saddawi-Konefka, Lauren M. Clubb, Shiqi Tang, Di Wu, Sumit Mukherjee, Sahil Sahni, Saugato Rahman Dhruba, Xinping Yang, Sumeet Patiyal, Chi-Ping Day, Parth A. Desai, Clint Allen, Kun Wang, J. Silvio Gutkind, Eytan Ruppin

**Keywords:** Data mining, Oral cancer, Cancer microenvironment

## Abstract

Immune checkpoint blockade (ICB) has improved outcomes for patients with head and neck squamous cell carcinoma (HNSCC), but predictive biomarkers remain limited. Here, we use a time-resolved, multi-omic approach in a murine HNSCC model to characterize peripheral immune responses to ICB. Single-cell transcriptomics and T/B cell receptor analyses  reveal early on-treatment expansion of effector memory T and B cell repertoires in responders, preceding tumor regression. These dynamic immune features inform a composite transcriptional signature that accurately predicts ICB response in independent human HNSCC cohorts. LiBIO outperforms existing biomarkers and generalizes to melanoma, non-small cell lung cancer, and breast cancer without retraining. These findings suggest that early treatment-induced changes in circulating immune repertoires reflect the host’s capacity to mount an effective antitumor response. This work provides a framework for leveraging transient peripheral immune dynamics to develop non-invasive, high-fidelity biomarkers for response to immunotherapy across cancer types.

## Abstract (web summary)

The response to immune checkpoint blockade in head and neck cancer has been heterogenous. Here, the authors utilise longitudinal sampling of a head and neck squamous cell carcinoma model to identify biomarkers of response.

## Introduction

Immune checkpoint blockade (ICB) has shown well-established efficacy in the treatment of numerous cancer types, including head and neck squamous cell carcinoma (HNSCC). However, only a subset of patients experiences a beneficial response, and these rates can vary widely among different cancer types^1^. This variability highlights the urgent need to identify reliable biomarkers that can predict which patients are likely to benefit from ICB treatment.

The FDA has approved several key biomarkers associated with response to ICB, including tumor mutation burden (TMB), PD-1 gene expression, and microsatellite instability (MSI)^2^. Higher TMB is associated with an increased likelihood of response, likely due to the greater availability of neoantigens that can be targeted by the immune system^3,4^. PD-1 protein expression is one of the commonly established biomarkers of ICB response across multiple cancer types, including non-small cell lung cancer (NSCLC) and melanoma^5^. MSI is another widely used biomarker of ICB response. Tumors classified as MSI-high tend to respond favorably to immunotherapy^6^. In HNSCC, two FDA-approved immunotherapy biomarkers are utilized: tumor mutational burden (TMB) and the programmed death-ligand 1 (PD-L1) combined positive score (CPS). The CPS measures the expression of PD-L1 on both tumor cells and immune cells, thereby providing a comprehensive assessment of the tumor’s interaction with the immune system^7–10^. Beyond these FDA-approved biomarkers, numerous other genomic and transcriptomic ICB biomarkers have been identified for different cancer types^11,12^. For instance, TIDE^13^ identified a T cell exhaustion signature that is predictive of ICB response in melanoma. IMPRES^14^ characterized gene pairs in the immune checkpoint pathway and identified pairs associated with ICB response. Greater numbers of tumor-infiltrating lymphocytes (TILs), inferring a pre-existing immune response within the tumor microenvironment, has been shown to correlate with better immunotherapy outcomes^15–17^. Additionally, gene expression profiles reflecting immune activation and cytokine levels can provide further insights into the likelihood of response^18–20^. Despite this progress, the predictive accuracy of existing biomarkers remains limited^11^. Additionally, these signatures are designed to characterize tumor-intrinsic and microenvironmental features, necessitating the collection of tumor tissue samples through biopsies or surgical procedures.

In contrast to invasive tumor sampling that introduce both cost and risk of morbidity, liquid biopsies offer a minimally-invasive alternative that can be performed with relative ease. Liquid biopsies are designed to capture two fundamental types of data: (1) information on the cancer cells themselves, including circulating tumor cells, circulating tumor DNA, exosomes, and more^21–23^; (2) information on immune cells circulating in the blood, whose abundance has been reported to be associated with ICB response, including monocytes, dendritic cell, myeloid cell, lymphoid cell^21,23^, and the neutrophil-to-lymphocyte ratio^24^. Most of these abundance signatures were developed as pre-treatment biomarkers and focused mainly on NSCLC and melanoma^24,25^. The antitumor immune response is inherently unidirectional and integrates the peripheral immune system through a sequential pathway: tumor → regional lymphatics → periphery → tumor. This framework underscores the need to refocus on a systematic investigation of peripheral immune events at more advanced time points during the treatment window with biomarker identification serving as the cornerstone of this effort.

Here, we conduct both bulk and single-cell transcriptomic sequencing and single-cell TCR sequencing at four time points across the ICB treatment span in a mouse HNSCC model. These include one pre-treatment time point and three on-treatment time points. We utilized these data to identify effective liquid biomarkers for anti-PD-1 treatment in human HNSCC and specifically learn which time point is the most informative and predictive with obvious preference to earlier time points. By analyzing the mouse data, we charted the clonal expansion of both T and B cells during ICB treatment, observing that responders and non-responders show a significant difference in the dynamics of their clonal repertoire expansion and pruning. Markedly, the strongest response to the ICB was detected in the earliest on-treatment time point, showing significant transcriptomic and TCR clonality differences between responders and non-responders. This aligns with the timing of tumor shrinkage initiation. Beyond our preclinical findings, we proceed to show that the ICB response related signatures derived using mouse data can successfully predict ICB response in HNSCC patients, demonstrating their potential clinical application. To our best knowledge, this is the first study that systemically characterizes the dynamic changes of circulating immune cells in the blood during ICB treatment across four sequential time points, associating these alterations with ICB response in patients.

## Results

### Study overview

We employed our previously characterized 4MOSC carcinogen-induced orthotopic HNSCC preclinical model^26,27^ to evaluate immune dynamics during ICB therapy. Two cohorts of mice were used, with one cohort comprising 45 mice for bulk RNA sequencing (RNA-seq) and the other comprising 16 mice for single-cell RNA sequencing (scRNA-seq) and single-cell TCR sequencing. 

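For the bulk RNA-seq cohort, RNA was taken from the whole blood of 45 mice before and during treatment with an antibody against PD-1. The mice carried orthotopic tumors of 4MOSC cells, a mouse oral squamous carcinoma line induced by a carcinogen. The 178 libraries analysed were 15 of responders on each of Days 4, 9 and 24 and 14 on Day 17, and 29 of non-responders on Day 4 and 30 on each of Days 9, 17 and 24. The Day 4 library of 1 non-responder and the Day 17 library of 1 responder are not analysed here. Within the responders (1 to 15) and the non-responders (1 to 30), single mice are numbered here in the order of their ear tags. The Day 17 library of non-responder 24 is given as a responder by its label and by the Source Data of Fig. 3E and 3F, whereas the labels of its other libraries and the tumor volumes of Fig. 1D place the mouse among the non-responders, and it was counted as a non-responder. The ear tags fall into a series of 4-digit tags, with 18 mice (11 responders and 7 non-responders), and a series of 3-digit tags, with 27 mice (4 responders and 23 non-responders). The series and response were thus partly confounded. The authors aligned the reads to the mouse genome (mm10) and deposited the counts of each gene and the TPM values computed from them. The deposited counts are estimated counts that need not be whole, and they were rounded to whole numbers before testing. On Day 4, the total count per library ranged from 43819377 to 63000426 (median 51005928) in responders and from 37027981 to 82208651 (median 51657654) in non-responders. The totals of Day 9 ranged from 33774971 to 56259063 (median 47193550) in responders and from 41254419 to 63344651 (median 45498448) in non-responders. Day 17 had from 26058944 to 59194844 (median 47723635) in responders and from 31837362 to 71013189 (median 54080303) in non-responders, and Day 24 from 52042228 to 63960860 (median 56232431) and from 45573324 to 67814533 (median 55119707.5). Genes of haemoglobin took 80.7% ± 4.06 (SD, n = 178 libraries) of these counts, from 68.7% to 88%. They left a median of 9970726 counts per library for all other genes. TPM values are scaled to the sum over all genes, so that a higher share of haemoglobin lowers the TPM of every other gene. For tests on counts, libraries were scaled by edgeR's TMM factors, which are not set by a few abundant genes. Genes with too few counts for a test were left out with edgeR's filterByExpr. One library stood apart. The Day 24 library of non-responder 29 had a TMM factor of 0.0848, against 0.266 in the next lowest library, and 12605 genes with a count. For several results the value without this library is given beside the value with it, but not for every result that changed.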

Lesions developed consistently at expected time points^26,27^ (Fig. 1A, B). Blood samples were collected at four key intervals: pre-treatment (Day 4) and three on-treatment time points (Days 9, 17, and 24), aligned with the administration of anti-PD-1 therapy. Tumor growth and immune responses were monitored longitudinally to assess treatment efficacy (Fig. 1C, D). Bulk RNA-seq provided an overview of immune dynamics in the larger cohort, while scRNA-seq and scTCR sequencing in the smaller cohort delivered high-resolution insights into immune repertoire changes, supporting the study’s focus on peripheral immune biomarkers for predicting ICB outcomes.

**Fig. 1:**
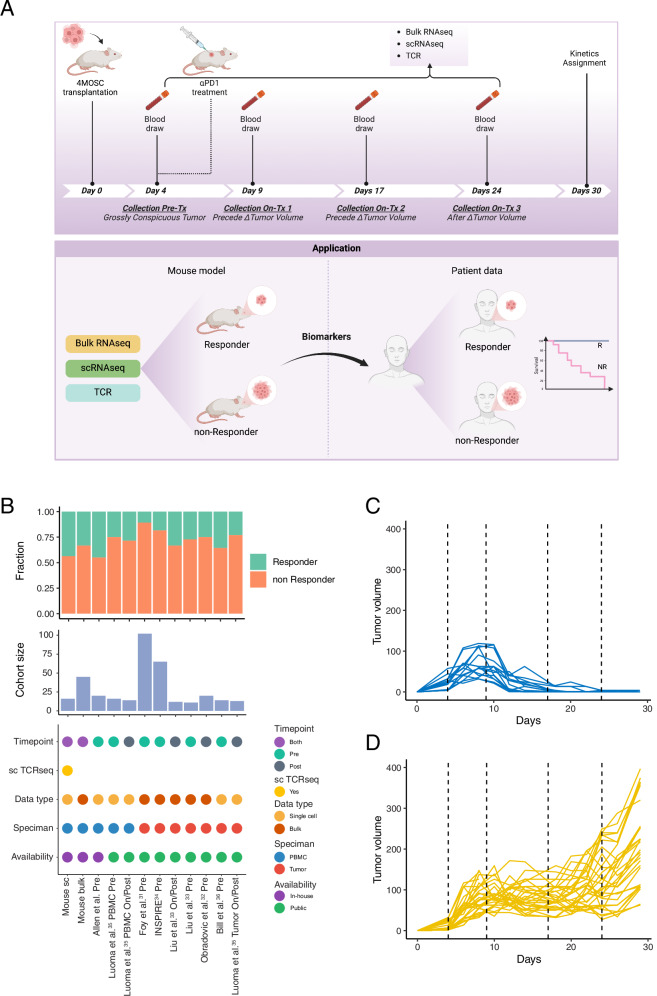
Overview of experimental design and data. **A** Schematic of the experimental design. Blood was collected at four time points: one pre-treatment time point (four days after cancer cell transplantation) and three on-treatment time points (days 9, 17, and 24). Anti-PD-1 treatment was initiated on day 4 following the first blood collection. The response to ICB treatment for each mouse was assessed based on RECIST criteria. This graphical abstract was created with BioRender.com. **B** Summary of in-house and publicly available HNSCC datasets used in this study. Three in-house datasets were generated, including an RNA-seq dataset from 45 mice across four time points, consisting of 15 ICB responders and 30 non-responders. Additionally, single-cell RNA-seq and TCR sequencing were performed on an independent cohort of 16 mice, comprising 7 responders and 9 non-responders. Another in-house dataset includes a single-cell RNA-seq dataset from ICB-treated HNSCC patients, containing 20 patients (9 responders and 11 non-responders). Furthermore, two publicly available single-cell ICB-treated datasets and four publicly available bulk RNA-seq ICB datasets were incorporated into the analysis. **C** Dynamic changes in tumor volume across time points in responders. The dashed line indicates the four time points at which whole blood were collected. **D** Dynamic changes in tumor volume across time points in non-responders. The dashed line indicates the four time points at which PBMCs were collected. Source data are provided as a Source Data file.

The 4MOSC model used in this study is a well-characterized, carcinogen-induced, orthotopic HNSCC model that exhibits a reproducible mixed-response to anti-PD-1 therapy (~30–40%), consistent with clinical response rates observed in human HNSCC. This model was originally described in Wang et al., Nat Comm 2019^27^ and further refined in Saddawi-Konefka et al., Nat Comm 2022^26^, where we demonstrated that response heterogeneity is driven by differences in immune activation and lymphatic function, rather than tumor-intrinsic clonal variation.

### Single-cell analysis uncovers specific temporal changes in blood T and B cell abundances differentiating ICB responders from non-responders

To profile the immune landscape and its dynamic changes during ICB treatment, we performed unsupervised clustering of cells from 63 samples collected from 16 mice across the 4 time points described above. This analysis identified 9 major cell types (SF1A, B). Among mononuclear cells, CD8+ T cells, CD4+ T cells, NK cells, and B cells are the dominant cell types in the blood samples. Comparisons of on-treatment to pre-treatment time points revealed significant increases in the abundance of CD8+ T cells, CD4+ T cells, and B cells following ICB treatment (one-tailed Wilcoxon rank-sum test, *p* < 0.05) (Fig. 2A, B). In contrast, the relative abundance of neutrophils decreased over time (Fig. 2B).

**Fig. 2:**
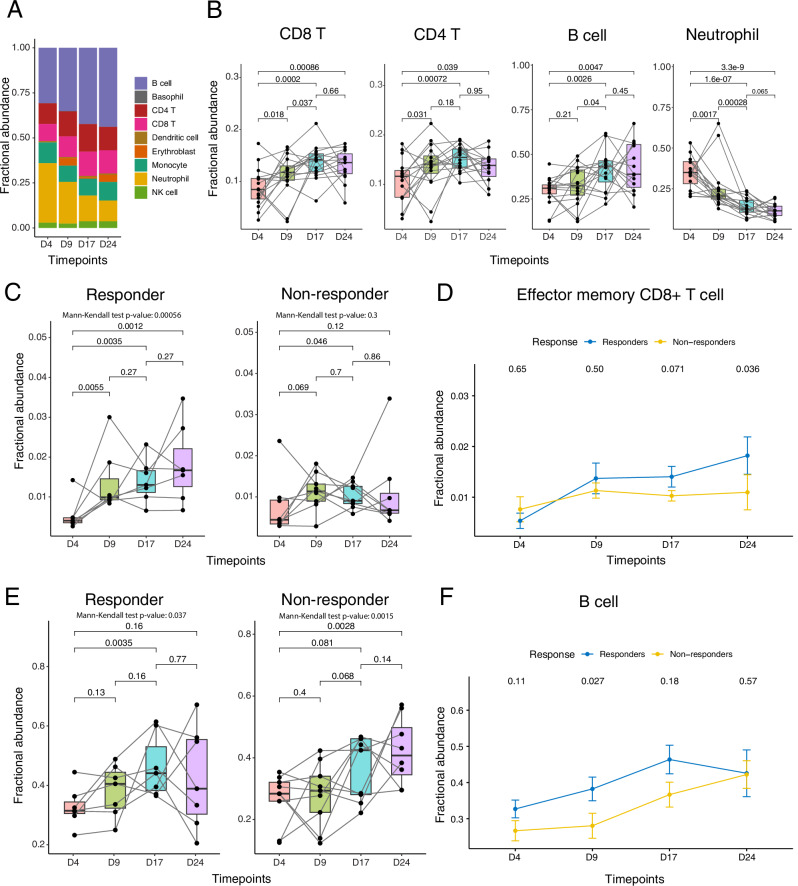
Temporal changes in cell abundance in blood following ICB treatment. **A** Dynamic changes in the abundance of major cell types in blood. **B** Box plots showing the abundance changes of four cell types significantly influenced by ICB treatment (*n* = 16 biological replicates; each dot represents one mouse). **C** Abundance changes of effector memory CD8+ T cells in responders (*n* = 7) and non-responders (*n* = 9) across four time points. Each dot represents an individual mouse. **D** Abundance differences of effector memory CD8+ T cells between responders and non-responders. **E** Abundance changes of B cells in responders (*n* = 7) and non-responders (*n* = 9) across four time points. Each dot represents an individual mouse. **F** Abundance differences of B cells between responders (*n* = 7) and non-responders (*n* = 9). In box plots (**B**, **C**, and **E**), the center line indicates the median; the box spans the interquartile range (IQR, 25th to 75th percentile); whiskers extend to values within 1.5× IQR from the quartiles; and each dot represents one biological replicate (a single mouse). In (**D** and **F**), dots represent the mean, and error bars indicate the standard error of the mean (± SEM). The unit of study is the individual mouse. Statistical significance was assessed using a one-tailed Wilcoxon rank-sum test unless otherwise noted. The Mann–Kendall test was used to evaluate monotonic changes across time points. For all panels, the *X*-axis represents time points, and the *Y*-axis represents the fraction of cells out of the total measured. Source data are provided as a Source Data file.

To identify T cell subpopulations associated with ICB response, we further identified subsets of CD8+ T cells and CD4+ T cells by unsupervised clustering. To ensure accurate clustering and annotation of these subpopulations, we projected the CD8+ and CD4+ T cells onto a reference mouse T cell database (SF 1C, D). This analysis identified two dominant subtypes of CD8+ T cells including naïve CD8+ T cells and effector memory CD8+ T cells (T_em_) (SF 1E, F), and three major subtypes of CD4+ T cells including naïve CD4+ T cells, Type 1T helper (Th1) cells and regulatory T cells (Tregs) (SF 1G, H). Among these T cell subpopulations, T_em_ (Fig. 2C) and Th1 CD4+ T cells increased following ICB treatment in responders (SF 2A). A monotonic increase in these two cell types was observed across all three on-treatment time points in responders, resulting in the highest accumulation levels at the late on-treatment time point (Day 24) (Mann–Kendall test, *P*-value for T_em_ 5.6 × 10^−4^, *P*-value for Th1: 9.0 × 10^−5^,) (Fig. 2C, D and SF 2A, B). This monotonic increase is not observed in non-responders following ICB treatment: While there was a modest increase in T_em_ at the early on-treatment time point (Day 9), this was followed by a sharp decline at the middle time point (Day 17) (Fig. 2C).

B cell abundance increased in both responders and non-responders following ICB treatment. There was no significant difference between responders and non-responders at the pre-treatment (Day 4) and late on-treatment time points (time points 4) (Fig. 2E). However, we observed a modest but statistically significant earlier increase in B cells among responders at the early on-treatment time point (Day 9) (one-tailed Wilcoxon rank-sum test, *P* = 0.027). In contrast, non-responders exhibited a delayed B cell accumulation that became apparent only at the middle on-treatment time point (Fig. 2F). These findings align with a previous study^28^ that demonstrated a predictive role for B cells in response to ICB in HNSCC.

Overall, distinct dynamic changes in immune cell composition were observed in blood samples following ICB treatment, highlighting key differences between responders and non-responders. Responders demonstrated an accumulation of T cell-mediated cytotoxic immune cells and a downregulation of suppressive immune cells contributing to enhanced immune activation. Conversely, non-responders initially accumulated immune response-related cells at the early on-treatment time point, followed by their decrease. Moreover, B cell accumulation occurred at different time points between responders and non-responders, further underscoring the distinct immune dynamics associated with ICB response. The accumulation of T_em_ and B cells began early in the on-treatment phase (Day 9) and negatively correlated with tumor shrinkage, which also started at Day 9 in responders (Fig. 1C, D). These results not only highlight the crucial role of T_em_ and B cells in ICB response but also illustrate that the early on-treatment phase serves as a watershed between responders and non-responders in HNSCC.

### ICB treatment induces T cell and B cell clonal expansion that is predictive of ICB response

Single-cell TCR sequencing data enable the detection of expanding T cell clones. Analysis of TCR sequencing data uncovers a clonal expansion in CD8+ T cells within the blood T_em_ subpopulation during ICB treatment (Fisher’s exact test, odds ratio: 30.5, *p* < 2.2 × 10^−16^) (Fig. 3A, B). Moreover, these expanded clones were significantly enriched in responders compared to non-responders (Fisher’s exact test, odds ratio: 1.73, *P*-value: 3.75 × 10^−5^) (Fig. 3C) (SF 3A). The strongest expansion was observed at early on-treatment time points (one-tailed Wilcoxon rank-sum test, *p* = 0.027), followed by a dramatic decrease at the middle on-treatment time point (Fig. 3D). ICB treatment-induced clonal expansion is followed by subsequent pruning at the late on-treatment time point (Fig. 3D). In CD4+ T cells, the expanded clones are primarily enriched in the Th1 subpopulation (SF 3B, C), with the strongest expansion occurring at early on-treatment as well, without significant differences between responders and non-responders (SF 3D).

**Fig. 3:**
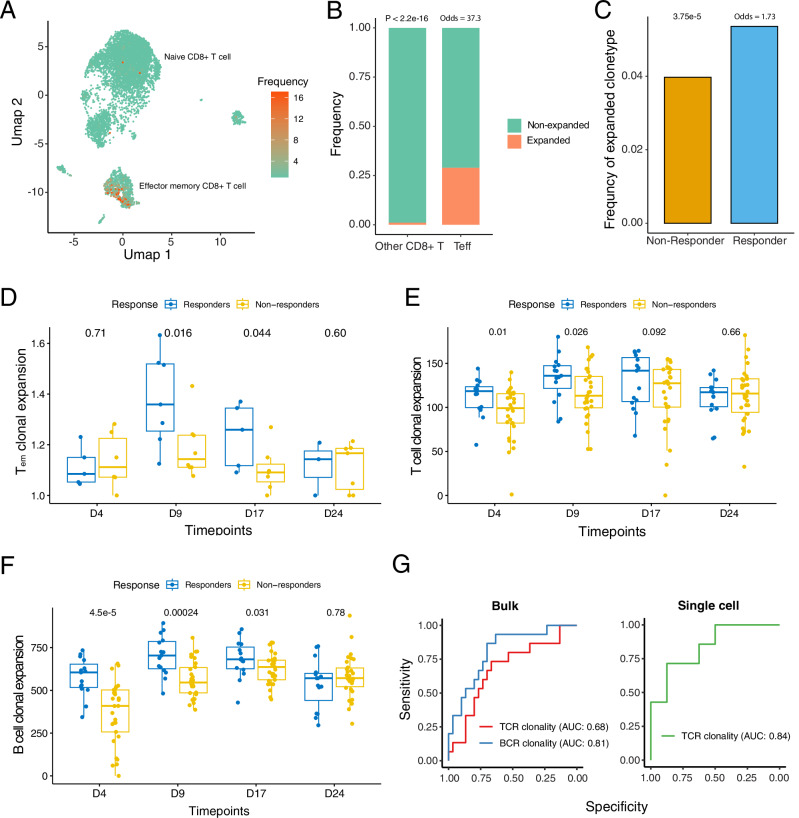
ICB treatment induces T cell and B cell clonal expansion. **A** UMAP of CD8+ T cells, with each dot representing a single-cell and colored by clone size. **B** Distribution of expanded clones (clone size ≥2, represented by red bars) and non-expanded clones (clone size = 1, represented by green bars) between effector memory CD8+ T cells and other CD8+ T cells. *P*-value and odds ratio were calculated using Fisher’s exact test. **C** Distribution of CD8+ T cell clone sizes between responders and non-responders across four time points. Statistical significance was determined using Fisher’s exact test. **D** Comparison of effector memory cell (T_em_) clonal expansion estimated using single-cell TCR-seq data, between responders (*n* = 7) and non-responders (*n* = 9). The *y*-axis represents the average size of T_em_ clones, where higher values indicate greater clonal expansion. Each dot represents an individual sample. Statistical significance was determined using a one-tailed Wilcoxon rank-sum test. **E** Comparison of T cell clonal expansion estimated using bulk RNA-seq data, between responders (*n* = 15) and non-responders (*n* = 30). The *y*-axis represents the scaled Simpson index, where higher values indicate greater clonal expansion. Each dot represents an individual mouse. Statistical significance was determined using a one-tailed Wilcoxon rank-sum test. **F** Comparison of B cell clonal expansion estimated using bulk RNA-seq data, between responders (*n* = 15) and non-responders (*n* = 30). The *y*-axis represents the scaled Simpson index, where higher values indicate greater clonal expansion. Each dot represents an individual mouse. Statistical significance was determined using a one-tailed Wilcoxon rank-sum test. **G** AUC (Area Under the Curve) values for predicting ICB response based on the bulk B cell clonal expansion index, bulk T cell clonal expansion index, and single-cell T_em_ cell clonal expansion index at Day 9. In box plots (**D**–**F**), the center line indicates the median; the box spans the interquartile range (IQR, 25th to 75th percentile); whiskers extend to values within 1.5× IQR from the quartiles; and each dot represents one biological replicate (a single mouse). Source data are provided as a Source Data file.

To validate these findings, TCR analysis was performed using bulk RNA-seq data from an independent mouse cohort. The bulk TCR analysis results confirmed that T cell clonal expansion begins at early on-treatment time points and reaches completion by the late on-treatment time point, with responders exhibiting significantly stronger expansion than non-responders (one-tailed Wilcoxon rank-sum test, *p* = 0.026) (Fig. 3E). BCR analysis using bulk RNA-seq data further demonstrated significant B cell clonal expansion following ICB treatment (Fig. 3F). Responders exhibit increased B cell expansion at early (one-tailed Wilcoxon rank-sum test, *p* = 0.00024) and middle on-treatment time points (one-tailed Wilcoxon rank-sum test, *p* = 0.031), before returning to pre-treatment levels at the late time point (Fig. 3F). Interestingly, both T and B cell clonal expansion at early on-treatment time points exhibit strong predictive power for ICB response (Fig. 3G). Specifically, B cell clonal expansion demonstrates superior predictive ability compared to T cell clonal expansion at early on-treatment time points (Fig. 3G). This aligns with the timing of tumor shrinkage initiation in the responders (Fig. 1C, D) as well as the changes in cell abundance estimated from the single-cell data (Fig. 2D, F). Notably, B cell clonal expansion is predictive not only at the pre-treatment time point but also at two on-treatment time points, further underscoring the critical role of B cells in mediating the ICB response in HNSCC (Fig. 3G) (SF 4A–D).

Taken together, these findings underscore three key points: first, ICB-induced T and B cell clonal expansion occurs predominantly at early on-treatment time points and is followed by subsequent pruning by the late on-treatment time point despite continued PD-1 treatment; second, responders exhibit significantly stronger expansion in both T and B cells compared to non-responders; and third, this clonal expansion can be reliably detected in the blood using either single-cell TCR sequencing or bulk RNA-seq.

### Serial Bulk RNA-seq analysis identifies the early on-treatment time point as most predictive of ICB response in the blood

To characterize the dynamic changes in biological functions following ICB treatment, we applied the fuzzy c-means algorithm to identify patterns of dynamic alterations in the expression of the different circulating immune cell types from bulk RNA-seq data. This analysis identified eight characteristic clusters (C1–C8) of gene expression patterns in both responders and non-responders (Fig. 4A, B). In responders, genes within five clusters (C1,3,4,5,8) were upregulated at the Day 24 compared to pre-treatment, whereas in non-responders, six clusters (C1,2,4,5,6,7) were downregulated comparing these time points. 

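Fuzzy c-means, in which each gene belongs to every cluster to some degree, was run on the mean TPM of each gene on each of the 4 days, scaled per gene. It covered the 4472 genes with a mean TPM of at least 1 in responders and the 5501 in non-responders. Of 8 clusters in responders, 4 had a higher center on Day 24 than on Day 4 and 4 a lower one. In non-responders, 1 had a higher center and 7 a lower one. The clusters with a higher center held 2107 genes (47.1%) in responders and 157 genes (2.9%) in non-responders. In non-responders, the alternative that moved these numbers most was CPM scaled by TMM in place of TPM. With it, 4 clusters rose and 4 fell in each group, and the rising clusters held 41.8% of genes in responders and 51.1% in non-responders. TMM sets the middle genes of each library level, which by itself holds such shares near the middle. With the haemoglobin genes removed and TPM rescaled, 5 clusters rose in responders and 3 in non-responders. These held 63% and 28.5% of genes. In responders, the alternative that moved the share most was the inclusion of genes down to a mean TPM of 0.1. With it, 5 clusters with 66.4% of genes rose in responders and 6 fell in non-responders. Within single mice, 54.8% ± 40.7 (SD, n = 15) of these genes had a higher TPM on Day 24 than on Day 4 in responders and 31.5% ± 34.9 (SD, n = 29) in non-responders. This difference of 23.3 percentage points was within the spread between mice (two-sided permutation test, p = 0.0549). Permuted within the ear tag series, it was 25.7 percentage points (p = 0.0694). In CPM scaled by TMM, the shares were 45.0% ± 4.8 and 45.4% ± 2.8 (SD, same mice, p = 0.698).

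**Figure D1:**
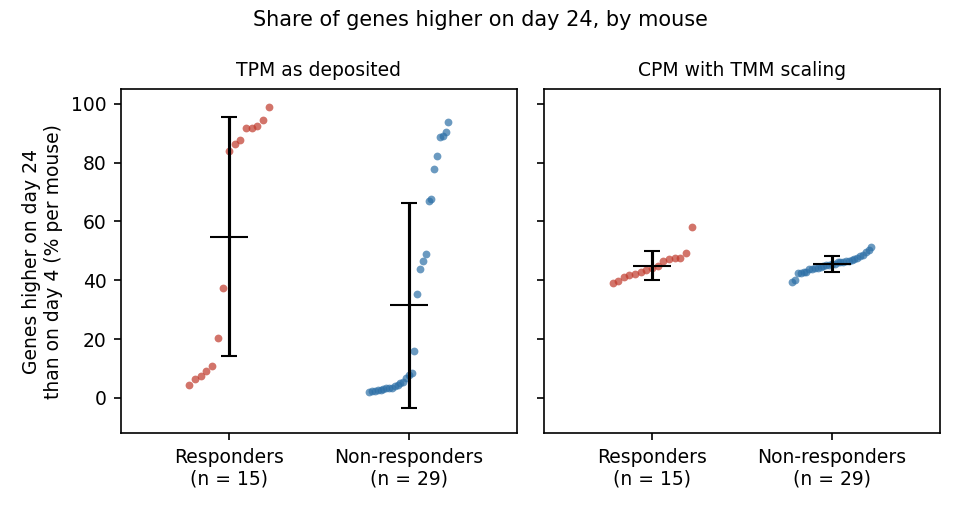
Percent of genes with a higher level on Day 24 than on Day 4 in each mouse (y axis, %), for responders and non-responders, in TPM (left) and in CPM scaled by TMM (right); each point is 1 mouse, and the black line and bars are the mean and SD. In TPM single mice spread over nearly the whole axis, and in TMM-scaled CPM both groups lie near 45.0%.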

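In responders, 2183 of 12560 genes tested differed between Day 24 and Day 4 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 934 were higher and 1249 lower on Day 24, and 396 differed by at least 1.5-fold. With each mouse left out in turn, between 1245 (without responder 2) and 2654 (without responder 13) genes differed. The immunoglobulin heavy constant gene Ighg1 (chromosome 12 from 113325240 to 113330523 of GRCm38) rose by a log2 fold change of 2.29 (standard error 0.31, adjusted p = 2.08e-06 from the same edgeR test). This value is uncertain because near-identical immunoglobulin genes share reads. Among the other genes with the smallest p, Ryr2 rose by 1.42. Nkg7 (chromosome 7 from 43437073 to 43438249) and Gzma (chromosome 13 from 113093825 to 113100981) fell by 0.61 and 0.84 on the log2 scale. To follow functions, the mean log2 CPM over the genes of a list was taken in each library and compared between days by a two-sided permutation test. The p-values were adjusted over 117 list comparisons. The paper's B cell signature (120 genes scored, 12 of them shared with another list) was at 4.78 ± 0.09 (SD, n = 15) on Day 4 and 4.81 ± 0.10 (SD, n = 15) on Day 24. This change of 0.04 was within the spread (adjusted p = 0.432, higher in 9 of 15 mice). Of its genes, 30 rose and 19 fell past the threshold over all genes tested, or 39 and 25 adjusted over the list alone. Immunoglobulin genes (151 genes) went from -0.87 ± 0.18 to -1.11 ± 0.16, a fall that passed the permutation test (adjusted p = 0.00218, higher in 1 of 15 mice). Of these, 5 rose and 23 fell over all genes tested, or 5 and 30 adjusted over the list alone. Such a mean weighs each gene alike and does not measure their total. All immunoglobulin genes together held 0.352% ± 0.112 (SD, n = 15) of the counts without haemoglobin on Day 4. On Day 24 they held 0.341% ± 0.0746, and this change was not tested. Factors of mRNA splicing (65 genes) did not move beyond the spread, at 3.31 ± 0.13 and 3.32 ± 0.07 (adjusted p = 0.978, higher in 8 of 15 mice). Among them 2 genes rose and 14 fell over all genes tested, or 4 and 21 adjusted over the list alone. Their change of 0.005 was -0.011 without responder 2, and that of the B cell signature 0.023 without responder 11. Mitochondrial ribosomal proteins (78 genes) fell from 1.04 ± 0.14 to 0.90 ± 0.05 (adjusted p = 0.001, higher in 2 of 15 mice). All 13 of their genes past the threshold fell, both over all genes tested and adjusted over the list alone. The scaling changed the values of the immunoglobulin genes. In log2(TPM + 0.1), where the median gene rose by 0.14, their change relative to the median gene was -0.10, and in log2(TPM + 1) it was -0.02.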

The upregulated clusters in responders were related to B cell immunity, immunoglobulin production, and associated pathways, including protein-RNA complex assembly, mRNA processing, and mitochondrial gene expression (Fig. 4A, B). In contrast, genes related to B cell activation and immunoglobulin production were downregulated in non-responders. These findings suggest that B cells play a crucial role in the response to ICB treatment and could serve as predictive biomarkers for ICB response in HNSCC^28^. In addition to the divergent dynamic changes between responders and non-responders, immune response pathways were activated early in both groups. However, in responders, additional pathways, such as myeloid leukocyte activation and chemokine production, were also activated to enhance and support the immune response. 

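In non-responders, 6331 of 13009 genes differed between Day 24 and Day 4 (3100 higher and 3231 lower, edgeR's quasi-likelihood test). Ighg1 (log2 fold change 2.50) and Ighg2b (chromosome 12 from 113302965 to 113307933) were among the genes with the smallest p. Ighg2b rose by 1.74 (standard error 0.12, adjusted p = 4.17e-25 from edgeR's test with Benjamini-Hochberg adjustment), and both genes share reads with near-identical ones. The splicing factor gene Sf3a2 fell by 0.56. The mean of the B cell signature went from 4.83 ± 0.08 (SD, n = 29) to 4.74 ± 0.16 (SD, n = 30). This change of -0.09 passed the threshold (permutation test, adjusted p = 0.0017, higher in 5 of 29 mice), although it was smaller than the SD on Day 24. In this group 18 of its genes rose and 49 fell, or 18 and 52 adjusted over the list alone. Immunoglobulin genes fell as well, by 0.32 (adjusted p = 3.56e-04, higher in 6 of 29 mice), with 5 genes rising and 84 falling, or 5 and 90 adjusted over the list alone. Without the Day 24 library of non-responder 29, these changes were -0.07 (adjusted p = 0.00333) and -0.25 (adjusted p = 2.13e-04). With all libraries, all immunoglobulin genes together held 0.450% ± 0.0823 (SD, n = 29) of the counts without haemoglobin on Day 4. The share on Day 24 was 0.349% ± 0.088 (SD, n = 30), and its change was not tested. The responder change in the B cell signature exceeded that of non-responders by 0.13 (permutation of response over 44 mice, adjusted p = 0.0172). It did so by 0.10 (adjusted p = 0.00901) without that library. In the edgeR test of the same difference, 14 of its genes were higher and 1 lower over all genes tested, or 30 and 2 adjusted over the list alone. Without that library they were 4 and 0, or 27 and 1 adjusted over the list alone. Within the ear tag series, the difference was 0.19 among the mice with 4-digit tags (exact permutation test, adjusted p = 0.132) and 0.06 among those with 3-digit tags (exact permutation test, adjusted p = 0.43). For immunoglobulin genes the difference of 0.09 was within the spread (adjusted p = 0.744; 0.01 without that library). In log2(TPM + 1) it was 0.45 (adjusted p = 0.0282), of which 0.21 was the difference of the median gene, and it passed in log2(TPM + 0.1) as well (adjusted p = 0.0401). In edgeR's test 0 of their genes differed over all genes tested or adjusted over the list alone, and 10 did at an unadjusted p below 0.05.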

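Between Day 4 and Day 9, 3476 genes changed in responders (1694 rose and 1782 fell) and 6605 in non-responders (3030 rose and 3575 fell) in edgeR's test. With at least a 1.5-fold change required as well, the alternative that moved these counts most, 887 and 1286 genes passed. Vcan (chromosome 13 from 89655312 to 89742509) rose by a log2 fold change of 2.46 in responders (standard error 0.28, adjusted p = 1.79e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The chemokine receptor gene Ccr2 (chromosome 9 from 124101950 to 124113557) rose by 1.55 in non-responders (standard error 0.10, adjusted p = 3.07e-26, same test). Sept6 fell by 0.41 in each group, and the T cell gene Cd3e by 0.55 in non-responders. A list of 23 interferon-induced genes rose by 0.41 log2 CPM in responders (permutation test, adjusted p = 6.5e-04, higher in 14 of 15 mice) and by 0.55 in non-responders (higher in 28 of 29 mice). In the latter the p before adjustment was 1e-05, the smallest that 100000 resamples can give, and 6.5e-05 after it. Of its genes, 8 rose and 1 fell in responders over all genes tested (11 and 1 adjusted over the list alone). In non-responders, 21 rose and 1 fell (22 and 1 adjusted over the list alone). The responder minus non-responder difference of these changes, -0.14, was within the spread between mice (adjusted p = 0.279; -0.10 without responder 2).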

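A list of 24 genes of myeloid and neutrophil activation rose between Days 4 and 9 from 1.96 ± 0.34 to 2.67 ± 0.34 log2 CPM (SD, n = 15) in responders (higher in 14 of 15 mice). It rose from 1.61 ± 0.34 (SD, n = 29) to 2.77 ± 0.40 (SD, n = 30) in non-responders (higher in 29 of 29 mice). Both rises were past the threshold (two-sided permutation test, adjusted p = 6.5e-05 for each). The rise was smaller in responders by 0.46 (permutation of response over mice, adjusted p = 0.0172). Responders had started 0.36 higher on Day 4 (adjusted p = 0.021 over 52 list comparisons; 0.0572 without responder 5). Within the ear tag series, the difference of the rises was -0.31 among the mice with 4-digit tags (adjusted p = 0.323, exact permutation test) and -0.52 among those with 3-digit tags (adjusted p = 0.216). In responders 17 genes of the list passed over all genes tested and 20 adjusted over the list alone, and in non-responders 23 by either adjustment, all of them rising. Chemokine genes (16 scored) rose by 0.49 in responders (adjusted p = 0.0017, higher in 13 of 15 mice) and by 0.80 in non-responders (higher in 27 of 29 mice). Of these, 3 passed in responders by either adjustment and 8 in non-responders, all rising, and 1 more fell in non-responders when adjusted over the list alone. The difference of the chemokine changes between the groups, -0.27, was within the spread (adjusted p = 0.374).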

In non-responders, pathways related to innate immune response, leukocyte-mediated cytotoxicity, and cell killing were downregulated, thereby suppressing the immune response (Fig. 4A, B). 

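On Day 24, the list of leukocyte-mediated cytotoxicity (19 genes, 9 of them in another list) was lower than on Day 4 in both groups. In non-responders it went from 1.46 ± 0.22 (SD, n = 29) to 1.14 ± 0.32 log2 CPM (SD, n = 30), higher in 2 of 29 mice (two-sided permutation test, adjusted p = 6.5e-05). The change of -0.32 was -0.28 without the Day 24 library of non-responder 29. In responders it went from 1.49 ± 0.29 to 1.13 ± 0.14 (SD, n = 15), a change of -0.36 (higher in 1 of 15 mice, adjusted p = 4.87e-04). The changes of the groups did not differ beyond the spread between mice (difference -0.05, adjusted p = 0.765), and with each mouse left out in turn the difference ran from -0.09 (without responder 12) to -0.007 (without responder 3). Over all genes tested, 1 gene of the list rose and 13 fell in non-responders (2 and 13 adjusted over the list alone). In responders 12 passed (13 adjusted over the list alone), all of them falling. Interferon-induced genes, taken for the innate response, showed no change beyond the spread in non-responders (2.87 ± 0.24 and 2.87 ± 0.30, adjusted p = 0.986, higher in 14 of 29 mice). The change of 0.001 lay between -0.031 and 0.02 with each mouse left out in turn. Of the 23 genes, 2 rose and 7 fell in non-responders, both over all genes tested and adjusted over the list alone. In responders 0 rose and 10 fell over all genes tested, or 0 and 13 adjusted over the list alone. The mean of the list was lower on Day 24 in responders (a change of -0.26, adjusted p = 0.0305, higher in 4 of 15 mice). The difference of the changes was -0.27 (adjusted p = 0.0703). Single mice decided these calls in part. Leaving out responder 2, 8, 9, 10 or 11 raised the adjusted p in responders above the threshold, to at most 0.0772. Leaving out responder 1, 13 or 15 brought that of the difference below it, to 0.0313 at the lowest. In log2(TPM + 1), the median gene of non-responders changed by -0.18. Relative to it, the interferon-induced genes changed by -0.09 and the cytotoxicity genes by -0.24 in this group.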

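Responders and non-responders were compared on each day with edgeR's quasi-likelihood test, and a gene was counted at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. On Day 4, 531 of 12620 genes tested passed (493 higher and 38 lower in responders). On Day 9, 460 of 12608 passed (458 and 2), on Day 17 33 of 12520 (28 and 5) and on Day 24 37 of 12469 (24 and 13). Without the Day 24 library of non-responder 29, 95 genes passed on Day 24 (83 and 12), 36 of them among the 37. With each mouse left out in turn, the count ran from 337 (without responder 8) to 591 on Day 4 and from 421 to 530 on Day 9. On Day 17 it ran from 1 (without responder 15) to 114 (without responder 4) and on Day 24 from 13 (without responder 13) upward. Adjusted p alone counted 936, 1687, 249 and 1066 genes on Days 4, 9, 17 and 24. Without the library of non-responder 29, it counted 2674 on Day 24. The day with the most genes was thus Day 4 with the fold change required, and by adjusted p alone Day 9 with that library and Day 24 without it. The first ranking rested on 1 mouse: without responder 8, 421 genes passed on Day 9 and 337 on Day 4. With the mice of stable disease left out of the non-responders, the counts with both thresholds were 0 (1000 at an unadjusted p below 0.05), 359, 0 (2341 unadjusted) and 107. With the ear tag series in the fit, they were 620, 273, 0 (1280 unadjusted) and 3, or 45 on Day 24 without that library. Among the mice with 3-digit tags alone, 0 (1787 unadjusted), 347, 1 and 0 (1886 unadjusted) passed. Among those with 4-digit tags alone, 0 passed on each day (3048, 1443, 629 and 1736 unadjusted). The counts on Days 4 and 9 also depended on the content of red cell RNA. With the mean level of erythroid genes in the fit, 0 and 0 genes passed (1258 and 997 unadjusted), and 25 and 27 on Days 17 and 24 (25 on Day 24 without that library). On Day 9 the long non-coding gene Lockd (chromosome 6 from 134929092 to 134956798) was at 4.28 ± 1.62 CPM (SD, n = 15) in responders and 1.86 ± 0.675 (SD, n = 30) in non-responders. Its log2 fold change was 1.21 (standard error 0.16, adjusted p = 9.11e-06 from edgeR's test). Smdt1 (chromosome 15 from 82338959 to 82349091), which encodes a subunit of the mitochondrial calcium uniporter, was at 10.2 ± 1.89 CPM (SD, n = 15) in responders and 6.56 ± 1.3 (SD, n = 30) in non-responders (log2 fold change 0.64). Atp5k was higher by 0.91. The 2 genes lower in responders on that day were Efnb2 (-0.83) and Foxd4 (-0.64). On Day 4, Mthfd2 (chromosome 6 from 83305691 to 83325908) was at 13 ± 9.83 CPM (SD, n = 15) in responders and 5.42 ± 2.28 (SD, n = 29) in non-responders. Smim4 was higher by 0.76 and Lockd by 1.30, and Slc28a3 (-3.97), Tjp1 (-1.51) and Plk2 (-0.80) were lower in responders. The 38 lower genes were less stable than the higher ones. With the ear tag series in the fit 9 genes were lower, and with at least 10 counts in every library 0 were. Slc28a3 is also in a set of 48 genes, described below, whose Day 4 mean differed between the series. On Day 17, H2afj (chromosome 6 from 136808244 to 136810074) was at 11.4 ± 3.39 CPM (SD, n = 14) in responders and 6.6 ± 2.45 (SD, n = 30) in non-responders. Gm49369 was higher by 2.64 and Ltf by 1.42, and Cacna1d (-0.75), Knl1 (-0.59) and Gm42748 (-0.70) were lower. On Day 24, Bhlhe41 (chromosome 6 from 145858243 to 145865558) was at 1.15 ± 0.361 CPM (SD, n = 15) in responders and 0.69 ± 0.233 (SD, n = 30) in non-responders. Loxl1 was higher by 0.90 and Lyve1 by 0.73. E130102H24Rik (-0.71), Gm5547 (-0.59) and Amy1 (-0.95, uncertain because near-identical amylase genes share its reads) were lower.

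**Figure D2:**
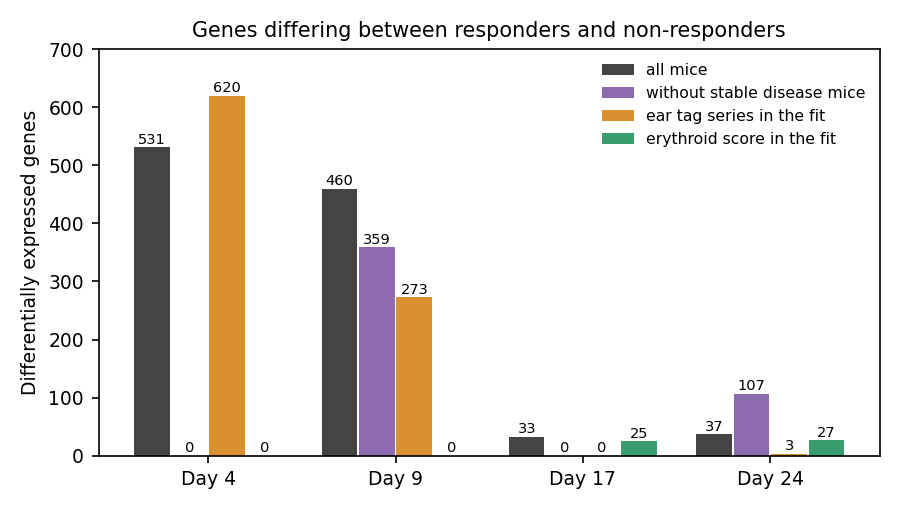
Number of genes differing between responders and non-responders (y axis) on each day (x axis), at an adjusted p of at most 0.05 and a fold change of at least 1.5; bars show all mice, non-responders without the mice of stable disease, and fits with the ear tag series or the level of erythroid genes added. The Day 4 count falls from 531 to 0 without the mice of stable disease, and the Day 9 count from 460 to 0 with erythroid genes in the fit.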

Notably, the highest number of differentially expressed genes between responders and non-responders was observed at the early on-treatment time point (Day 9), highlighting its potential functional and predictive significance (SF 5A).

**Fig. 4:**
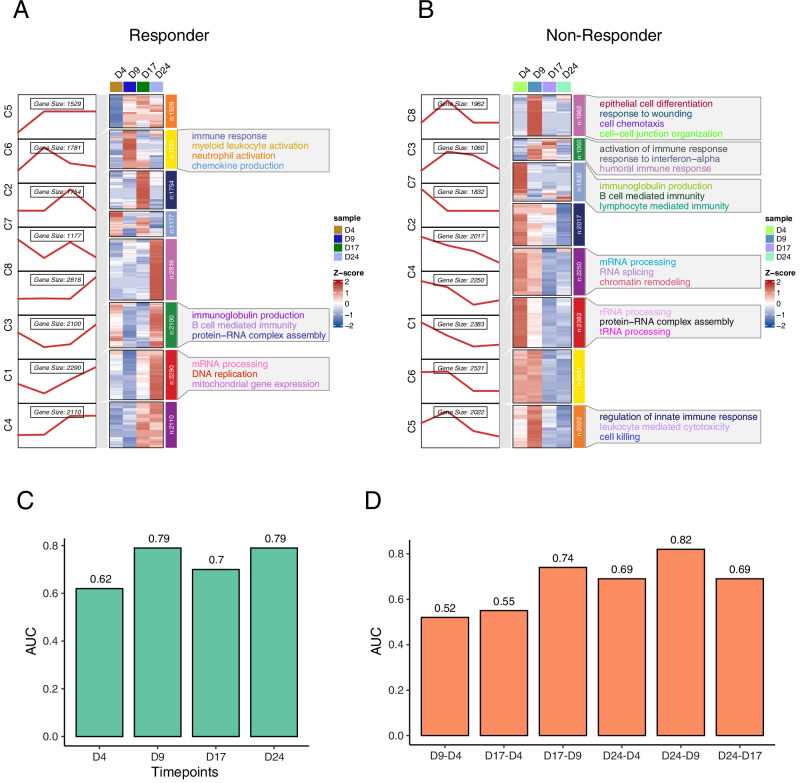
Dynamic changes in gene expression following ICB treatment in blood. **A** Clusters of gene expression in responders. Each row of the heatmap represents one gene, and each column represents one time point. Colors indicate scaled gene expression levels. The line plot to the left of the heatmap shows the expression change pattern of each cluster. On the right side of the heatmap are the pathways enriched based on the genes within each corresponding cluster. **B** Clusters of gene expression in non-responders, with the same representation as in (**A**). **C** Machine learning models were trained for each time point using bulk RNA-seq data. The ICB response prediction performance of these time point-specific models was validated using five-fold cross validation. **D** Dynamic changes in gene expression between different time points were used to train a machine learning model. The ICB response prediction performance of this model was validated using five-fold cross validation. Source data are provided as a Source Data file.

To further assess the association between each time point and treatment outcome, we trained a lasso regression-based ICB predictor using bulk RNA-seq data from each time point. The five-fold cross validation reveals that the predictor trained at early on-treatment time point (Day 9) achieves the same performance as the late on-treatment time point (Day 24), indicating that the former can serve as an optimal time point for treatment efficacy (Fig. 4C). 

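A lasso logistic regression for response was trained on log2(TPM + 1) of 5179 genes with a mean TPM of at least 1. Each mouse was scored by the predictor trained without its fold of 5, with the penalty chosen inside each training set and 20 random assignments of mice to folds. The AUC of these held-out scores, as the mean ± SD over the fold assignments, was 0.717 ± 0.063 on Day 4 (15 responders and 29 non-responders) and 0.826 ± 0.038 on Day 9 (15 and 30). It was 0.643 ± 0.059 on Day 17 (14 and 30) and 0.651 ± 0.069 on Day 24 (15 and 30). The SD covers the assignment to folds and not the sampling of mice. With response labels permuted over the mice and 1 fold assignment for each, the AUC of Day 9 was reached in 2 of 100 label sets, the real one included. Those of Days 4, 17 and 24 were reached in 3, 7 and 7. With 99 permutations the p of a predictor cannot be below 0.01, so that 1 predictor alone cannot pass an adjustment over the 10 predictors, and the lowest adjusted p was 0.06. Without the Day 24 library of non-responder 29 the Day 24 AUC was 0.736 ± 0.082. On log2 CPM scaled by TMM, Days 9 and 24 gave 0.752 ± 0.042 and 0.741 ± 0.046. The alternative that moved the Day 9 value most took only pairs of mice of 1 ear tag series, for which the AUCs of Days 4, 9, 17 and 24 were 0.637, 0.73, 0.562 and 0.523. The Day 9 value was reached in 5 of 100 label sets permuted within the series. The ear tag series alone separated responders with an AUC of 0.75. From the equal performance of the predictors of Day 9 and Day 24 in Fig. 4C, the paper concludes that the early on-treatment time point can serve as an optimal time point for treatment efficacy.

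**Figure D3:**
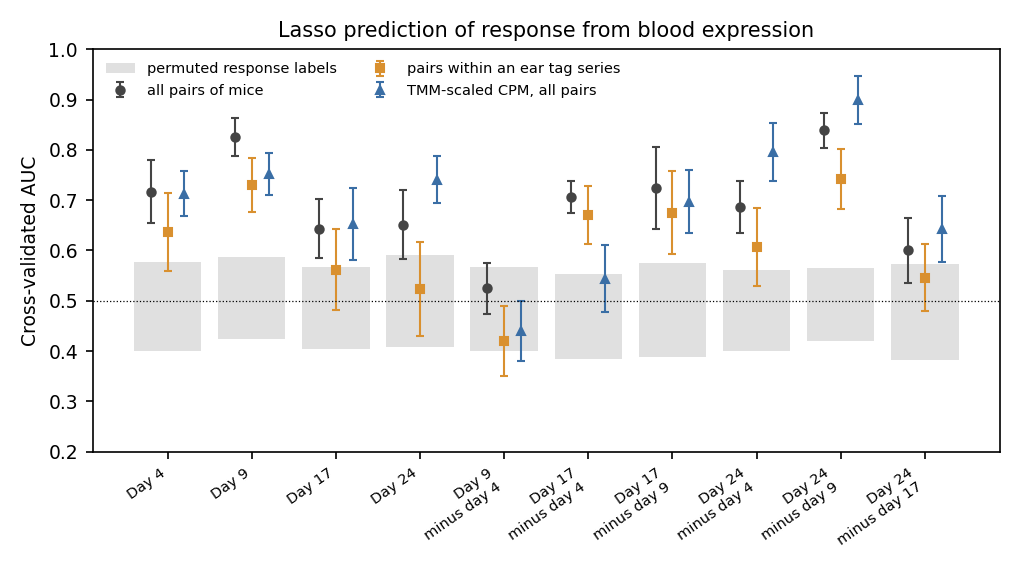
Held-out AUC for response (y axis) of the lasso predictor of each day and each change between days (x axis), over all pairs of mice, over pairs within an ear tag series and with TMM-scaled CPM; points and bars are the mean and SD over 20 fold assignments, gray bands are the mean ± SD with permuted response labels, and the dotted line marks an AUC of 0.5. Day 9 lies at 0.826 and Day 24 at 0.651.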

The early on-treatment time point (Day 9) emerges as the optimal window for assessing treatment efficacy, as it precedes observable tumor shrinkage and captures critical early immune dynamics associated with response. To investigate whether dynamic changes across time points could further enhance prediction accuracy, we built a predictor based on gene expression changes between time points. 

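Predictors were also trained on the change of each gene within each mouse between 2 days. The change from Day 9 to Day 24 gave the highest AUC of the 6 changes, 0.839 ± 0.035 (15 responders and 30 non-responders; mean ± SD over fold assignments). It was followed by 0.724 ± 0.081 for Day 17 minus Day 9, 0.707 ± 0.032 for Day 17 minus Day 4 and 0.687 ± 0.052 for Day 24 minus Day 4. Day 24 minus Day 17 gave 0.6 ± 0.065 and Day 9 minus Day 4 gave 0.525 ± 0.051. The value of Day 24 minus Day 9 was reached in 1 of 100 label sets over all mice, the real one included. Over pairs of mice of 1 ear tag series it was 0.742, reached in 4 of 100 label sets permuted within the series. In log2(TPM + 1), its difference from the AUC of Day 9 alone was smaller than the SD over fold assignments. On log2 CPM scaled by TMM it was 0.899 ± 0.047, above the Day 9 AUC on that scale by more than this SD. The alternative that moved it most left out the mice of stable disease. It was then 0.714 (15 responders and 14 non-responders), below the 0.742 of Day 9 (15 and 15) and the 0.755 of Day 4 (15 and 14). Non-responder 23, whom the Source Data of Fig. 3E list as stable disease on Day 24 only, was kept on Day 9.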

The changes between time points 4 and 2 outperformed any single-time point and dynamic change-based predictors in predicting ICB response, demonstrating that temporal dynamics may provide valuable insights for predicting ICB response but do not provide a marked increase in the prediction power over that of the early on-treatment time point (Fig. 4D).

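Whether a gene changed differently from Day 4 in responders and non-responders was tested in 1 model of all 178 libraries, as the interaction of response and day in edgeR's quasi-likelihood test (13688 genes tested). By Day 9, 0 genes differed in their change at an adjusted p of at most 0.05 (719 at an unadjusted p below 0.05). By Day 17, 48 did, all of them with a larger change in responders. By Day 24, 515 did, 228 with a larger and 287 with a smaller change in responders. A single library decided much of the last count. Without the Day 24 library of non-responder 29, 154 genes differed by Day 24 (120 and 34), 151 of them among the 515. By Day 17, 55 then differed, 48 with a larger and 7 with a smaller change in responders. With each mouse left out in turn, the count of Day 9 stayed at 3 or below. That of Day 17 ran from 0 (without responder 6) to 96 (without responder 1) and that of Day 24 from 70 (without responder 8) to 920 (without responder 15). With the mouse as a block, the counts of Days 17 and 24 were 60 and 212. With the ear tag series and its change over the days added to that fit, they were 0 (2586 unadjusted) and 355. Within the groups, 3211 genes changed from Day 4 to Day 17 in responders (1528 rose and 1683 fell) and 6000 in non-responders (2851 and 3149). Those with the smallest p in responders were Ighg1 (log2 fold change 2.40), Hspa1b (2.20) and Mat2a (0.58), which rose, and Fcer2a (-0.72), Sept6 (-0.41) and Prpf8 (-0.40), which fell. In non-responders they included Ighg1 (2.38), Lifr (1.11) and Ighg2b (1.50), which rose, and Foxo1 (-0.49) and Sept6 (-0.40), which fell. The reads of Hspa1b, like those of the immunoglobulin genes, can be split with a near-identical gene.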

Taken together, these results highlight distinct dynamic gene expression patterns between responders and non-responders, with differences in immune response and B cell activation. Furthermore, the observed temporal changes in gene expression serve as promising biomarkers for predicting ICB response, with the early on-treatment time point emerging as an optimal time for treatment assessment.

### Analysis of mouse SC data identifies predictive blood T_em_ and B cell signatures that are predictive of ICB response in both bulk and SC expression cohorts of human patients

We demonstrated that ICB treatment induces clonal expansion and proliferation of T_em_ and B cells, particularly at early on-treatment time points, especially in responders. To translate these findings into a clinical context and improve outcome prediction for ICB treatment, we identified T_em_ and B cell gene response prediction signatures using single-cell expression data from the early on-treatment time point. An effector memory CD8+ T cell and B cell gene signature were identified, composed of the expression of 164 and 137 genes, respectively. Among the genes comprising the T_em_ signature, several well-established markers are present, including *Cxcr3*, *Cxcr6*, and *Nkg7*. Interestingly, we also identified genes previously characterized as markers of transitional T cells (e.g., *Cx3cr1*, *Tbx21*, *Gzmb*) (SF 6A, B). These transitional T cells differentiate from stem-like Tcf-1⁺ CD8⁺ T cells and do not progress to an exhausted state^29,30^. These cells exhibit enhanced functionality in T cell-mediated cytotoxicity and can be stimulated by anti-PD-1 inhibitors. This observation further supports the critical role of T_em_ cells in mediating the response to ICB. In the B cell gene signature, canonical B cell markers such as *Cd19*, *Cd22*, *CD79a*, *CD79b*, and *Ms4a1* were identified. Additionally, novel genes not previously associated with these cell types were also identified (Supplementary Data 1).

To evaluate the predictive power of these mouse-derived signatures for predicting patients’ response, we tested our predictive biomarkers in a total of seven ICB-treated HNSCC cohorts. These included four bulk RNA-seq datasets^31–34^ and two single-cell datasets^35,36^ and one new in-house ICB-treated blood single-cell HNSCC dataset, previously unpublished. Both the T_em_ and B cell signatures demonstrated robust performance in predicting ICB response in blood samples. Specifically, the T_em_ signature achieved an average AUC of 0.69 ± 0.15, while the B cell signature achieved an average AUC of 0.74 ± 0.11 (Fig. 5A). To enhance accuracy and robustness, we combined the T_em_ signature and the B cell signature into a composite score, termed the LiBIO (Liquid Biomaker of Immunotherapy Outcomes) score, by simply calculating their mean value in an unsupervised fashion. Notably, this LiBIO score demonstrated greater robustness and predictive accuracy compared to either signature alone, achieving a mean AUC of 0.80 ± 0.10 (Fig. 5A). To assess whether dynamic changes in blood reflect corresponding immune activity within the tumor microenvironment, we first generated in-house bulk RNA-seq data from tumors of HNSCC mice treated with anti-PD-1. Tumor biopsies were collected 14 days after cell implantation from five responders and four non-responders (SF 7A). We also analyzed an independent murine dataset in which single-cell RNA-seq and TCR-seq were performed on tumors from ICB-sensitive and ICB-resistant HNSCC models. Across both datasets, effector memory T cell, B cell, and LiBIO scores were elevated in ICB-sensitive or responder tumors compared to resistant or non-responder tumors (two-tailed Wilcoxon rank-sum test; SF 7B, C). While not statistically significant due to limited sample size, the trends were consistent and biologically meaningful. Notably, in the ICB-sensitive tumors, T cell clonal expansion significantly increased following treatment (two-tailed Wilcoxon rank-sum test; SF7 D), mirroring the dynamics observed in the peripheral blood. These results suggest that the clonal expansion detected in the blood is reflective of tumor-intrinsic immune activation and support the notion that blood-derived immune signatures, such as the LiBIO score, capture biologically meaningful tumor immune dynamics during ICB therapy.

**Fig. 5:**
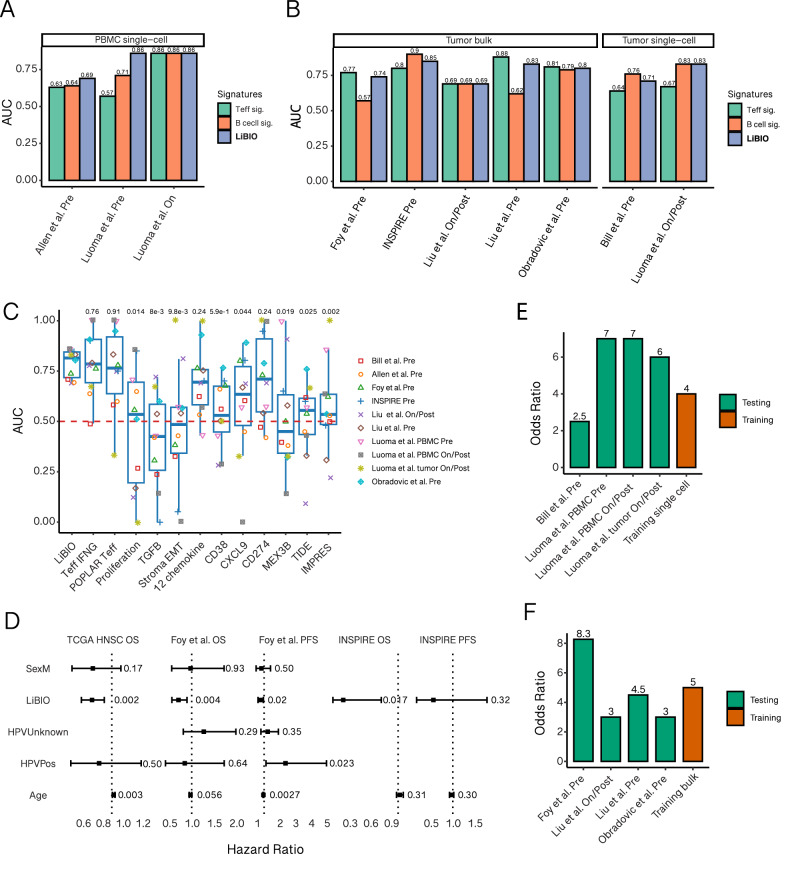
T_em_ and B cell signatures predict ICB response in human patients. **A**, **B** AUC (Area Under the Curve) values for ICB response prediction based on Tem and B cell signature scores, as well as the combined score (calculated as the mean of Tem and B cell signature scores) in both blood (**A**) and tumor (**B**) HNSCC cohorts. **C** AUC values for the combined score compared to previously published transcriptomic signatures across 10 HNSCC cohorts. Each dot represents one HNSCC cohort, displayed using different colors and shapes. The box plot displays the median (center line), interquartile range (IQR; box limits: 25th to 75th percentile), and whiskers extending to 1.5× IQR from the quartiles. Two-tailed *P*-values were calculated using the Wilcoxon rank-sum test to compare the LiBIO score against other signatures. **D** Hazard ratios (HRs) for overall survival per 1-unit increase in the combined T_em_ and B cell score (LiBIO score), adjusted for age and sex, in three independent HNSCC cohorts: TCGA (*n* = 516), Foy et al. (*n* = 102), and INSPIRE (*n* = 12). Dots represent HR estimates; error bars indicate the 95% confidence interval (CI). Statistical significance was assessed using the Wald test. **E**, **F** Identification of fixed thresholds for the LIBIO score in single-cell (**E**) and bulk (**F**) cohorts. The *X*-axis represents the cohorts, while the *Y*-axis indicates the odds ratio (OR) of responders versus non-responders (see “Methods”). Orange bars correspond to training cohorts, and green bars represent independent validation cohorts. Source data are provided as a Source Data file.

We then turned to evaluate the T_em_, B cell, and LiBIO scores in tumor datasets from HNSCC patients. Both the T_em_ and B cell signatures performed well, with comparable predictive accuracy in bulk and scRNA-seq datasets. Specifically, the T_em_ signature achieved an average AUC of 0.75 ± 0.087, and the B cell signature achieved an average AUC of 0.74 ± 0.12. Moreover, the LiBIO score outperformed both individual signatures, with an average AUC of 0.78 ± 0.046 (Fig. 5B). To benchmark the LiBIO score against FDA-approved biomarkers, we next compared it to the PD-L1 CPS. Due to the lack of publicly available ICB-treated HNSCC datasets with both transcriptomic profiles and clinical CPS annotations, we estimated CPS using a publicly available single-cell RNA-seq dataset (“Method”) previously incorporated in this study^37^. This dataset contains both malignant and immune cells, allowing for transcriptomic estimation of CPS based on CD274 expression. The LiBIO score showed superior predictive performance compared to the estimated CPS score in Receiver Operating Characteristic (ROC) analysis (SF 8A, B). Nonetheless, because CPS was inferred from transcriptomic data rather than immunohistochemistry, further validation in datasets with clinically measured CPS is warranted. Subsequently, we assessed the predictive efficacy of the LiBIO score across patient cohorts, comparing its performance to several contemporary transcriptomics-based biomarkers^15,16,18,19,38–43^. Overall, the LiBIO score exhibited superior predictive performance relative to alternative biomarkers (Fig. 5C). Interestingly, two functional CD8+ T cell related tumor signatures also performed strongly in bulk RNA-seq cohorts, highlighting the pivotal role of functional CD8+ T cells in mediating ICB responses. However, while these functional CD8+ T cell related signatures performed well in bulk datasets, their performance was less consistent in single-cell cohorts. In contrast, the LiBIO score demonstrated greater robustness and predictive accuracy across both bulk and scRNA-seq datasets (Fig. 5C). Additionally, survival analyses revealed that patients with higher LiBIO scores had significantly improved survival outcomes compared to those with lower scores. This predictive association was more pronounced in ICB-treated cohorts and remained significant in ICB-treatment-naïve datasets (Fig. 5D) (SF 9A–C). Importantly, although the signatures were derived from an HPV-negative HNSCC mouse model, they remained significantly correlated with patient survival after adjusting for HPV status (Fig. 5D).

A universal fixed threshold could further facilitate the clinical utility of the LiBIO score for evaluating ICB response in HNSCC patients. Learning from a few cohorts used to optimize this decision threshold, we identified a LiBIO threshold of 0.424 that best distinguished responders from non-responders in single-cell datasets (SF 10A) and 0.201 in bulk datasets (SF 10B) (“Methods”). To understand the differing thresholds between bulk and single-cell data, we analyzed the distribution of LiBIO scores across both data types. Single-cell cohorts exhibited higher LiBIO scores compared to bulk RNA-seq cohorts (SF 11A). This was accompanied by significantly higher estimated abundances of B and T cells in the single-cell cohorts (SF 11B) (“Methods”), likely due to technical differences. These observations help explain why the single-cell threshold (0.424) is higher than the bulk RNA-seq threshold (0.201). Using this optimized decision threshold, the odds ratio for response in the single-cell training dataset was 4.0 (Fig. 5E) and 5.0 in the bulk dataset (Fig. 5F). Reassuringly, when applied to independent HNSCC patient datasets, the mean odds ratio was even higher, at 5.6 ± 2.1 in single-cell datasets (Fig. 5E) and 4.70 ± 2.5 in bulk datasets (Fig. 5F). These findings highlight the utility of T_em_ and B cell signatures in predicting ICB response. Furthermore, a fixed LIBIO score threshold shows promise for clinical application, providing a robust and reliable method to distinguish responders from non-responders in HNSCC patients undergoing ICB treatment.

### Cross-cancer validation of the LiBIO score as a predictive biomarker for ICB response

T_em_ and B cells play critical roles in mediating ICB responses, not only in HNSCC, but also across multiple cancer types^17,44–46^. To evaluate the broader applicability of the LiBIO score beyond HNSCC, we analyzed its predictive performance across 11 ICB-treated patient groups, including both pre-treatment and on-treatment samples, from four melanoma cohorts^4,47–49^, three NSCLC cohorts^50–52^, and two breast cancer cohorts^53,54^. The LiBIO score achieved an average AUC of 0.80 ± 0.09 in melanoma, 0.73 ± 0.23 in NSCLC, and 0.72 ± 0.10 in breast cancer cohorts (Fig. 6A). To further enhance clinical interpretability, we aimed to identify fixed decision thresholds for LiBIO score classification specific to each cancer type. For each data type, one cohort was designated as a training cohort to determine the optimal threshold that maximized the odds ratio for ICB response. The optimal thresholds identified were 0.196 for melanoma, 0.632 for NSCLC, and 0.383 for breast cancer (SF 12A–C). In the respective training cohorts, these thresholds achieved odds ratios of 4.7, 1.4, and 2.1 (Fig. 6B). We then applied the same thresholds to the remaining cohorts of each cancer type to evaluate generalizability. In these testing cohorts, LiBIO maintained strong performance, achieving average odds ratios of 3.4 ± 0.34 in melanoma (excluding the Riaz et al. cohort due to RNA-later biopsy preparation, which differs from FFPE used in the other cohorts), 2.3 ± 0.14 in NSCLC, and 1.3 in breast cancer (Fig. 6B). These results highlight the potential of the LiBIO score as a robust and clinically applicable biomarker for predicting ICB response across multiple tumor types.

**Fig. 6:**
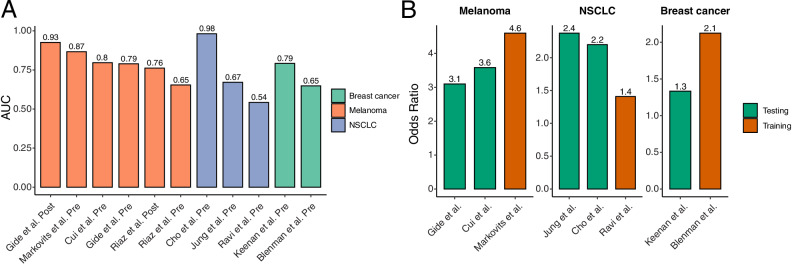
Prediction of immune checkpoint blockade (ICB) response using the LiBIO score across multiple cancer types. **A** Area under the curve (AUC) values for LiBIO score-based prediction of ICB response across 11 patient groups. The *x*-axis labels indicate both the dataset source and the timing of sample collection relative to anti-PD-1 therapy, where “Pre” denotes samples collected before treatment initiation and “Post” denotes samples collected after treatment had begun. **B** Odds ratio (OR) for distinguishing responders from non-responders using fixed LiBIO thresholds specific to melanoma, NSCLC, and breast cancer (see “Methods”). Orange bars represent training cohorts used to determine the optimal threshold, and green bars correspond to independent validation cohorts. Source data are provided as a Source Data file.

## Discussion

The host antitumor immune response is both dynamic and coordinated, characterized by the trafficking of immune cells from the tumor microenvironment to tumor-draining lymph nodes and subsequently into systemic circulation. This intricate yet synchronized immunobiology supports longitudinal peripheral sampling as a means to monitor the overall host immune response and serve as a surrogate for predicting tumor-specific immunotherapy outcomes. Here, we systematically characterized dynamic changes in the blood during ICB treatment across different time points in a mouse model of head and neck cancer. This approach establishes a platform for developing high-fidelity, non-invasive liquid biomarkers that enable real-time prediction and monitoring of immunotherapy outcomes. Consistent with this, our preclinical findings highlight the potential of longitudinal liquid biopsy approaches to track immune dynamics. Serial blood draws from oral cavity tumor-bearing mice treated with PD-1 blockade revealed an early, transient expansion of effector memory T (T_em_) and B cell repertoires, preceding tumor regression. These findings underscore the pivotal role of T_em_ and B cells in mediating ICB responses in head and neck cancer^7,28^. Furthermore, temporal shifts in clonality and gene expression at early treatment time points emerged as strong predictors of ICB response, identifying these windows as optimal for assessment. Notably, the translation of a newly identified combined immune effector signature termed LiBIO to human cohorts demonstrated its broad applicability in predicting ICI outcomes, motivating its further prospective study. The LiBIO score not only demonstrates predictive utility for ICB response in both blood and tumor transcriptomic datasets but also exhibits prognostic value in both ICB-treated and ICB-naïve cohorts. While this suggests that LiBIO reflects core features of anti-tumor immune activation, future studies are needed to disentangle its predictive versus prognostic roles in distinct clinical contexts.

As with any study, our work has a few limitations. First and foremost, analogous time series data from tumors or blood of human HNSCC patients does not yet exist, which restricted our ability to directly compare the temporal dynamics observed in our mouse findings to human data. Additionally, we could only find one publicly available HNSCC patient cohort contains PBMC data, which could enable us to test our blood generated signature directly (at the pre-treatment time point). To partially overcome this challenge, we performed an additional blood-based analysis in a small in-house cohort we have generated. Due to the scarcity of PBMC datasets, we extended our validation to tumor-derived datasets. While several tumor datasets are available, most still have small sample sizes. Fortunately, two tumor cohorts with larger sample sizes were accessible, providing a more robust validation of the identified signatures. Another limitation to note is that single-cell TCR sequencing data can only capture a few hundred T cells for each sample, limiting the comprehensiveness of TCR tracing. This constraint hindered our ability to identify specific T cell clones associated with ICB response in our data.

We identified five days after ICB treatment as the early on-treatment time point in mouse that is optimal for assessing ICB response in mouse. This strategy may also be applicable for HNSCC patients, but obviously the best timing of such early on-treatment time point in humans requires further careful investigation. The resulting LiBIO score integrates the T_em_ and B cell signatures, and quite notably, its application using one fixed decision threshold yields a fairly high predictive odds ratio of response, which surpasses the predictive power of existing biomarkers and a transcriptomic based CPS score. Although this finding is encouraging, we emphasize that the CPS score was derived from RNA expression data and not standard clinical IHC measurements. Collectively, our preclinical insights support the premise that peripheral immune events can serve as a foundation for biomarker discovery, offering a non-invasive, biologically grounded approach to monitor and predict immunotherapy outcomes with high-fidelity. Finally, the approach presented lays a solid basis for developing similar biomarkers in other cancer indications.

## Methods

All animal procedures were conducted in accordance with relevant ethical regulations and were approved by the Institutional Animal Care and Use Committee at the University of California, San Diego (UCSD) under protocol number S16200. The approved protocol, titled “Mouse model for cancer development and drug treatment of cancer”, was granted on August 23, 2022, and remains valid through July 21, 2025. It covers the use of Mus musculus (mouse) in full compliance with federal and institutional guidelines.

### Mouse and anti-PD-1 treatment

C57BL/6J mice (6–8 weeks old) were housed under specific pathogen-free conditions and used in compliance with institutional animal care guidelines. Tumors were established by injecting 4MOSC1 cells (1 × 10⁵) into the tongue or buccal mucosa, as previously described. Mice were treated intraperitoneally with αPD-1 (clone RMP1-14, Bio × Cell, 200 µg) every three days starting on day 7 on-tumor implantation. Mice were evaluated at least three times per week to monitor tumor progression, weight, grooming, and general condition. Tumor size was recorded using calipers. Studies were concluded at predetermined endpoints or earlier if animals showed signs warranting humane euthanasia, such as >20% body weight loss, inability to groom or ambulate, distress, or tumor ulceration. According to institutional animal care guidelines, mice were euthanized if tongue tumors exceeded 8 mm or buccal tumors exceeded 10 mm, or in the case of ulceration. Both male and female mice were used in the study. Data were disaggregated by sex where relevant, and sex was considered during study design to evaluate any potential sex-based differences. No significant sex-based differences were observed; therefore, combined data are presented.

### Sample collection

Mice were bled via retro-orbital puncture using heparinized EDTA-coated glass capillary tubes. Blood was immediately transferred into microcentrifuge tubes containing TRIzol reagent (Thermo Fisher Scientific) for RNA stabilization. Samples were processed according to the manufacturer’s instructions for RNA extraction. For scRNA-seq, blood was diluted in PBS + 0.04% BSA, and cell concentration and viability were determined using the Countess II Automated Cell Counter, targeting 700–1200 cells/µL for downstream analysis.

### In-house HNSCC patient single-cell ICB cohort

Twenty pre-treatment PBMC samples were obtained from patients with newly diagnosed advanced-stage HPV-negative oral cavity cancers enrolled in a neoadjuvant immunotherapy clinical study. Deidentified PBMC were used for experimental purposes after patients provided full informed consent under NIH Biospecimen Protocol Number 18-DC-0051 (NCT03429036). The therapeutic agent used was bintrafusp alfa, a dual PD-L1 and TGF-β blocker. As part of this neoadjuvant study, clinical responses were assessed based on pathological responses, specifically by measuring tumor regression in the surgical specimens to determine the degree of tumor shrinkage following immunotherapy. Clinical response was treated as a continuous variable, represented by the percentage of tumor shrinkage. To classify patients into responder and non-responder groups, an arbitrary cutoff was applied. Samples with tumor shrinkage greater than 50% were categorized as responders, while those with 50% or less tumor shrinkage were categorized as non-responders.

### Public HNSCC patient cohorts

Four publicly available bulk RNA-seq, Foy et al.^31^, INSPIRE^34^, Liu et al.^33^, Obradovic et al.^32^, and two single-cell RNA-seq, Bill et al.^36^, Luoma et al.^35^, datasets from ICB-treated HNSCC patients were collected. For the bulk RNA-seq data, Transcripts Per Million (TPM) values were obtained from the original publications. For the single-cell datasets, raw counts and cell annotation information were retrieved from the respective original studies. Data normalization and pseudobulk analysis for the single-cell data were performed using the NormalizeData and AverageExpression functions from the Seurat package^55^. Clinical information, including ICB response status and patient survival data, were also collected from the original publications. Response status of HNSCC patients was based on RECIST criteria^56^, with “CR/PR” patients classified as responders and “SD/PD” patients classified as non-responders.

### Single-cell RNAseq data analysis

Raw scRNA-seq reads were barcode-deduplicated and aligned to the mm10 reference genome using Cell Ranger^57^ to generate count matrices. These count matrices were then used as input for Seurat to identify cell types and cellular states. Cells with more than 25% mitochondrial content or fewer than 500 expressed genes were removed from downstream analysis. Genes expressed in fewer than 3 cells were also excluded. Variable feature identification was performed using the FindVariableFeatures function with a parameter of 2000 features, followed by clustering with the FindClusters function. Marker genes for each cluster were identified using the FindMarkers function, and major cell types were annotated based on feature genes. Pseudobulk gene expression was calculated using the AverageExpression function.

CD8+ and CD4+ T cells were subset based on the expression of Cd8a, Cd8b1, and Cd4 using the scGate package^58^. Specifically, CD8+ T cells were identified using the signature Cd8a+, Cd8b1+, Cd4−, and CD4+ T cells using the signature Cd8a−, Cd8b1−, Cd4+. CD8+ and CD4+ T cells were then mapped to a mouse T cell database to annotate their subtypes using ProjecTILs^59^.

### TCR and BCR repertoire analysis

Single-cell TCR sequencing data were aligned to the mouse mm10 V(D)J reference genome using Cell Ranger to obtain clonotype information for each cell. The filtered contig annotation file from the Cell Ranger output was used for downstream analysis. Bulk RNA-seq data were also used to identify T cell and B cell clones using TRUST4^60^. Clone size was calculated by counting the number of identical clones in each sample. Clonal expansion was measured using the Simpson Index, calculated with the immunarch package^61^.

### Bulk RNAseq data analysis

Mouse bulk RNA-seq data were first aligned to the reference genome mm10 to obtain raw counts. TPM values were then calculated based on raw counts and reference genome information. Genes were clustered using the fuzzy c-means algorithm^62^ from the e1071 package^63^. The optimal number of clusters was determined using the Elbow method. Gene functional annotation was performed using clusterProfiler^64^ and data visualization were performed using ComplexHeatmap^65^.

### Identification of T_em_ and B cell signatures and signature score calculation

Cells from Day 9 samples were subset from the full dataset. The FindMarkers function from Seurat package was then applied to these subset cells to identify marker genes for each cell type. Marker genes for T_em_ and B cells were defined based on a false discovery rate (FDR ≤ 0.01) and fold changes (≥ 1.5). The signatures generated from the mouse single-cell data were then mapped to human gene symbols to ensure compatibility with human datasets. Genes not expressed in at least one of the six HNSCC cohorts were filtered out. The T_em_ and B cell signature scores for each sample were calculated using the ssGSEA algorithm^66^. The combined T_em_ and B cell score was computed as the mean value of the T_em_ and B cell scores.

### Estimation of immune cell abundance

To estimate immune cell abundance across different data modalities, we applied complementary approaches tailored to single-cell and bulk RNA-seq datasets.

For single-cell RNA-seq cohorts, immune cell abundance was calculated directly based on cell type annotations. Specifically, we computed the relative abundance of B cells and T cells by dividing the number of annotated cells of each type by the total number of cells within each sample. Cell annotations were assigned using canonical markers and validated clustering from the original publications or our in-house pipeline.

For bulk RNA-seq cohorts, we estimated immune cell abundance using CODEFACS (COnfident DEconvolution For All Cell Subsets)^67^, a robust deconvolution framework that enables accurate inference of cell type-specific signals from bulk RNA-seq data. As the input reference signature, we used a curated single-cell RNA-seq dataset^36^ from HNSCC, which includes well-characterized malignant, immune, and stromal cell populations. This reference was used to deconvolve bulk expression profiles and extract relative abundance estimates for B cells and T cells across samples. All deconvolution steps were performed using default parameters unless otherwise specified.

### Calculation of PD-L1 combined positive score from single-cell RNA-seq data

To approximate the clinically defined PD-L1 CPS using scRNA-seq data, we computed a transcriptomic analog based on the expression of *CD274*, which encodes PD-L1.

Cell annotations were obtained from the original publication and used to classify each cell as either a tumor cell or an immune cell. Non-relevant cell types (e.g., stromal or endothelial cells) were excluded from downstream analysis.

A cell was considered PD-L1 positive if more than two reads were mapped to the *CD274* gene. This threshold was chosen to minimize potential noise from low-level or spurious expression often observed in single-cell RNA-seq data. For each sample, the CPS was calculated using the following formula:

1 $${CPS}=\frac{{Number\; of}{{PDL}1}^{+}{tumor\; cells}+{Number\; of}{{PDL}1}^{+}{immune\; cells}}{{Total\; number\; of\; tumor\; cells}}\times 100$$

### ICB prediction performance evaluation and the determination of threshold of combined T_em_ and B cell score

The ICB response prediction performance was measured using the Area Under the Receiver Operating Characteristic (ROC) Curve (AUC) and the Odds Ratio (OR) of responders to non-responders. AUC is a standard metric in machine learning that evaluates the overall predictive performance of a classifier across all possible decision thresholds. The OR represents the odds of responding when the treatment is recommended, divided by the odds of responding when the treatment is not recommended. It quantifies performance at a specific decision threshold, making it a more clinically relevant measure. The detailed calculations for these two metrics are provided below:

The AUC is defined as the area under the ROC curve, which plots the true positive rate (sensitivity) against the false positive rate (1-specificity) at various threshold settings. The AUC is calculated using the following equation:

2 $${\int }_{0}^{1}{TPR}({FPR})d({FPR})$$

Where:

- TPR is the True Positive Rate (sensitivity), calculated as $$\frac{{TP}}{{TP}+{FN}}$$.
- FPR is the False Positive Rate (1-specificity), calculated as $$\frac{{FP}}{{FP}+{TN}}$$.

AUC values range from 0 to 1, where 1 indicates perfect model performance, and 0.5 indicates random chance.

The odds ratio (OR) is a measure of association between exposure (in this case, the treatment recommendation) and outcome (response to ICB treatment). It is defined as the odds of responding to treatment when it is recommended, divided by the odds of responding when it is not recommended. The OR is calculated using the following equation:

3 $${OR}=\frac{\frac{{TP}}{{FP}}}{\frac{{FN}}{{TN}}}=\frac{{TP}\times {TN}}{{FP}\times {FN}}$$

Where:

- TP (True Positive) is the number of responders correctly identified as responders.
- FP (False Positive) is the number of non-responders incorrectly identified as responders.
- TN (True Negative) is the number of non-responders correctly identified as non-responders.
- FN (False Negative) is the number of responders incorrectly identified as non-responders.

An OR greater than 1 indicates that the treatment increases the likelihood of response, while an OR less than 1 suggests that the treatment decreases the likelihood of response. An OR of 1 means the treatment has no effect on the odds of response.

### Survival analysis

Cox proportional hazards regression^68^ was used to assess the association between gene signatures and interaction score and patient survival with age and sex as covariant. This model estimates the hazard ratio (HR) for each covariate, which represents the relative risk of an event (e.g., death or progression) occurring at any given time. Hazard ratios greater than 1 indicate increased risk, while values less than 1 suggest decreased risk. Kaplan–Meier survival curves were generated to estimate survival probabilities and visualize differences between high score group and low score group (samples were divided by the mean of score). Log-rank tests were used to compare survival distributions between the groups, with *P*-values indicating whether the differences in survival were statistically significant.

### Statistics & reproducibility

Sample size was determined based on prior studies and statistical power calculations to ensure sufficient power to detect significant effects. No data exclusions were performed; all data points were included in the analysis. All experiments were replicated at least twice with consistent results, ensuring reproducibility. Mice were randomly assigned to experimental groups to control for potential confounding variables. Investigators were blinded to group allocation during data collection and analysis to minimize bias.

Unless otherwise stated, a one-tailed Wilcoxon rank-sum test^69^ was used to assess differences in distributions between two population groups. Odds ratios were calculated using Fisher’s exact test^55^. All statistical analyses were conducted using R version 4.4.1^70^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Transparent Peer Review file

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Source data

Source Data

## Data Availability

The bulk RNA sequencing data generated in this study are publicly available in the NCBI Gene Expression Omnibus (GEO) under accession code GSE299686. The single-cell RNA sequencing (scRNA-seq) and single-cell T cell receptor sequencing (scTCR-seq) data are publicly available under accession code GSE299683. Source data supporting the findings of this study are provided with this paper. Source data are provided with this paper.

# Supplementary material for: Longitudinal liquid biopsy identifies an early predictive biomarker of immune checkpoint blockade response in head and neck squamous cell carcinoma
**Source:** Nat Commun. 2025 Sep 1;16:8161. doi: 10.1038/s41467-025-63538-4
**Supplement:** Supplementary file 1 — Supplementary Information

A

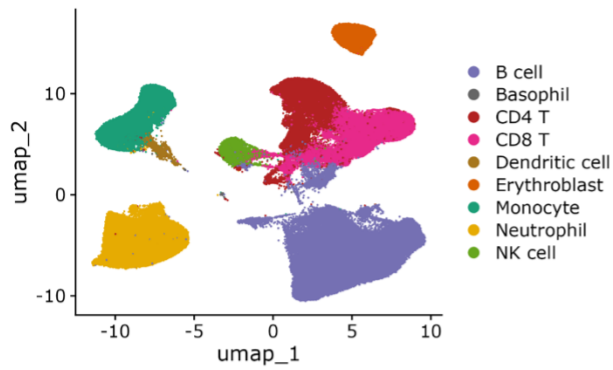

B

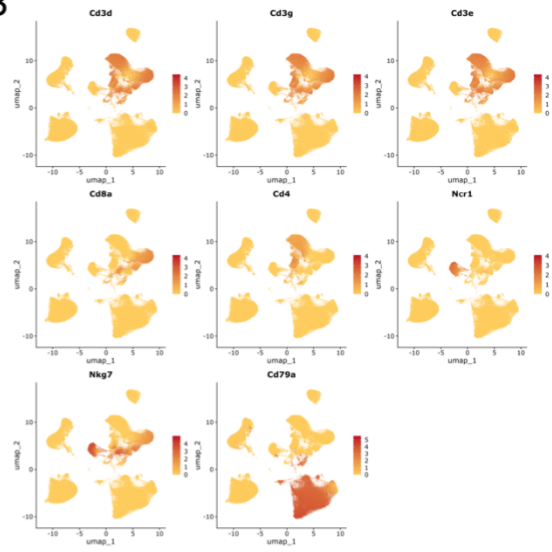

C

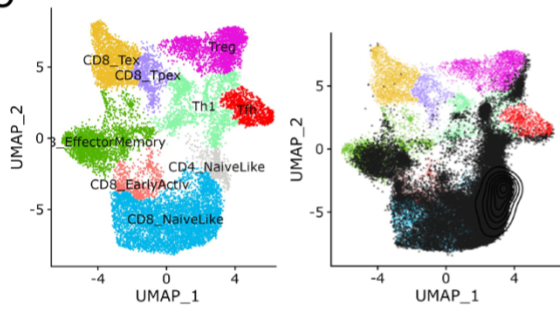

D

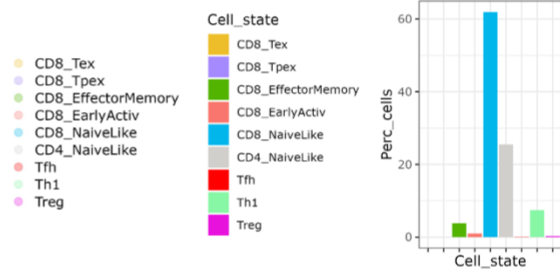

E

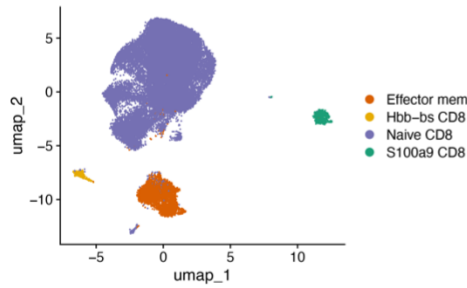

F

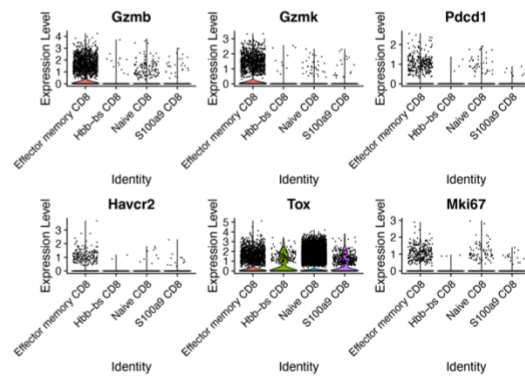

G

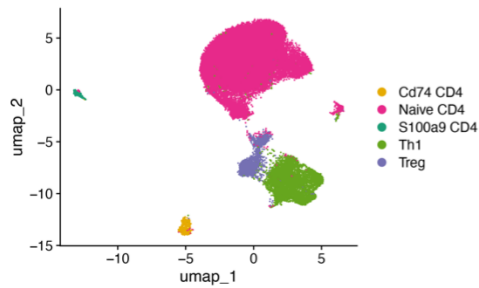

H

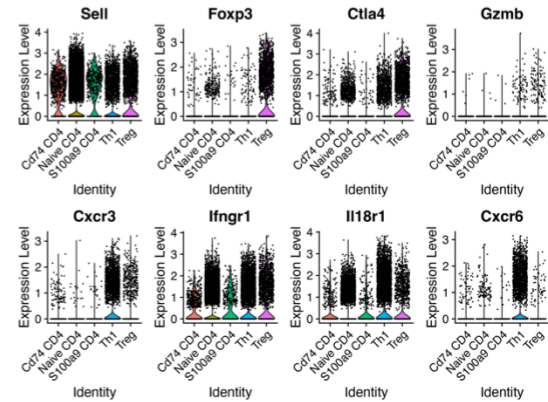

## Supplementary Figure 1. Identification of cell types in mouse blood single-cell RNA-seq data.

A. UMAP embedding of cells in mouse blood, illustrating the overall distribution of cell types. B. Expression of marker genes corresponding to the major cell types identified in the single-cell data. C. UMAP embedding of reference T cells (left panel) and the in-house single-cell data (right panel), with in-house data represented by black dots. D. Distribution of T cell subpopulation abundance in the in-house single-cell data. E. UMAP embedding showing subclusters of total CD8<sup>+</sup> T cells. F. Expression of marker genes specific to CD8<sup>+</sup> T cell subpopulations. G. UMAP embedding showing subclusters of total CD4<sup>+</sup> T cells. H. Expression of marker genes specific to CD4<sup>+</sup> T cell subpopulations.

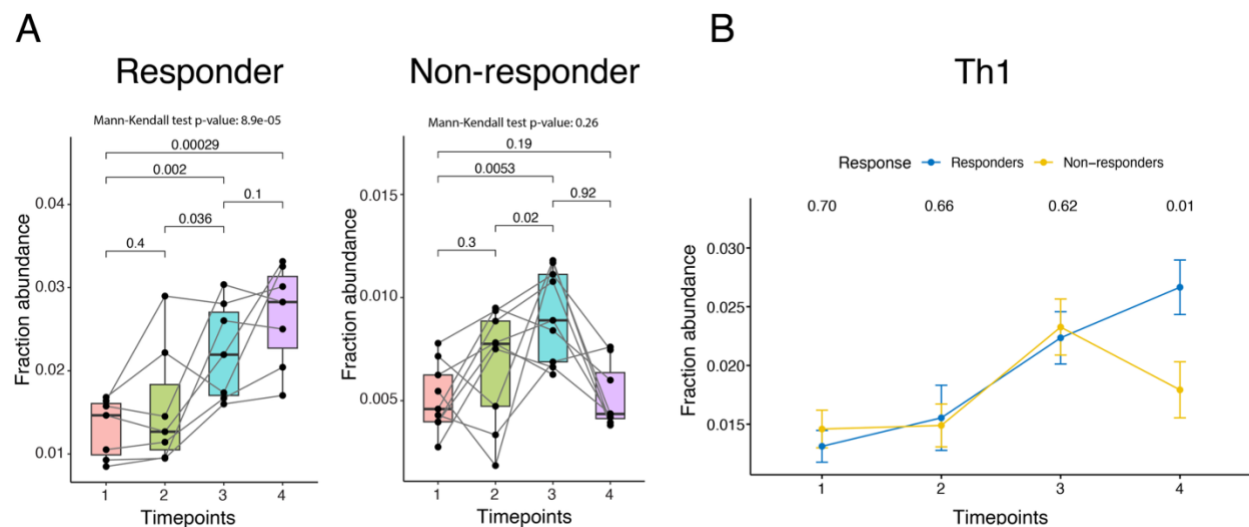

## Supplementary Figure 2. Temporal changes in the abundance of CD4<sup>+</sup> T cell subclusters following ICB treatment.

A. Dynamic changes in the abundance of Type 1 T helper (Th1) in responders (n = 7) and non-responders (n = 9) following ICB treatment. B. Abundance differences of in Th1 cell abundance changes between responders (n = 7) and non-responders (n = 9). Statistical significance was calculated using a one-tailed Wilcoxon test. In box plots (panel A), the center line indicates the median; the box spans the interquartile range (IQR, 25th to 75th percentile); whiskers extend to values within 1.5× IQR from the quartiles; and each dot represents one biological replicate (a single mouse). In panels B, dots represent the mean, and error bars indicate the standard error of the mean (±SEM). The unit of study is the individual mouse. Statistical significance was assessed using a one-tailed Wilcoxon rank-sum test unless otherwise noted. The Mann-Kendall test was used to evaluate monotonic changes across time points. For all panels, the X-axis represents time points, and the Y-axis represents the fraction of cells out of the total measured. Source data are provided as a Source Data file.

A

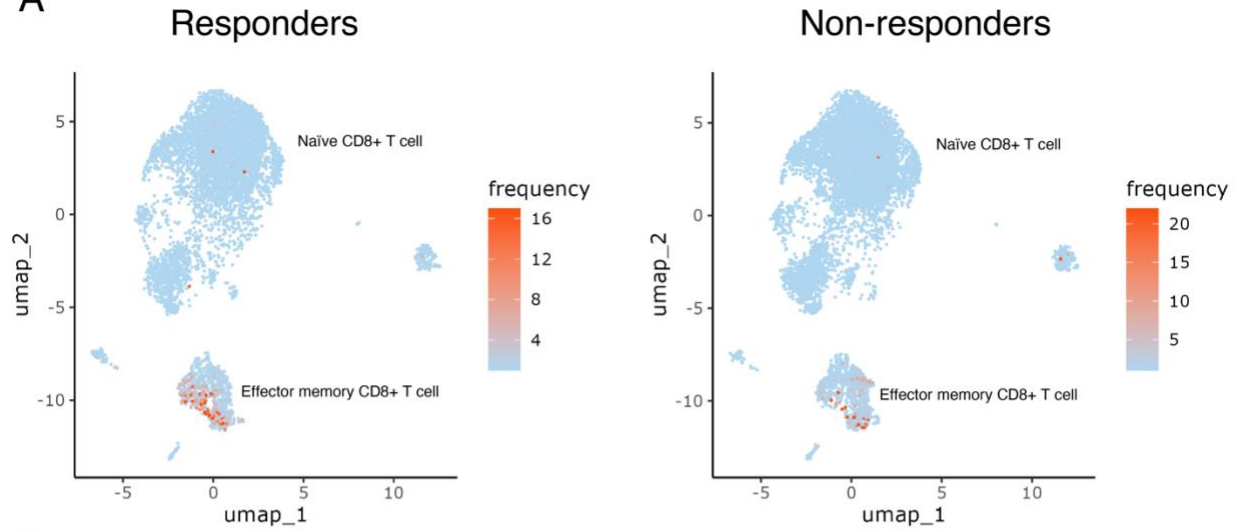

B

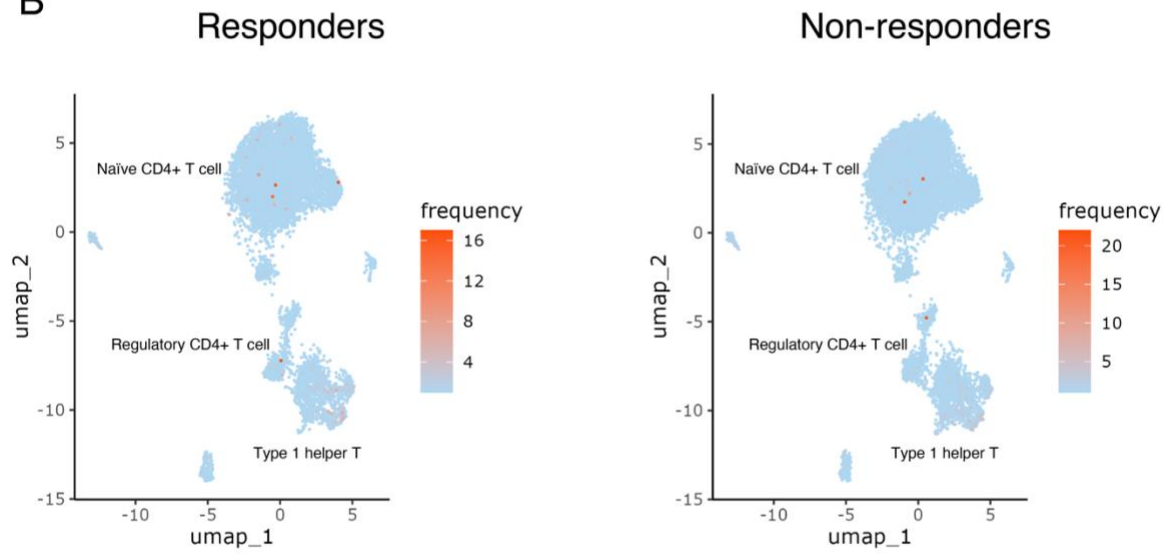

C

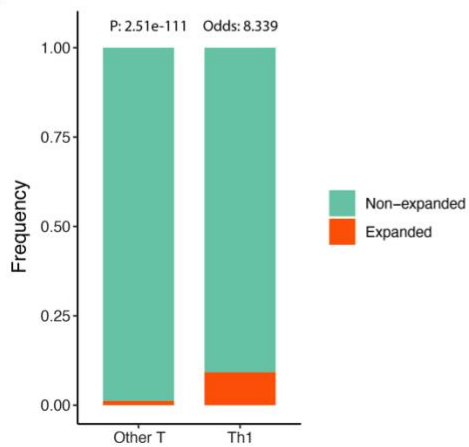

D

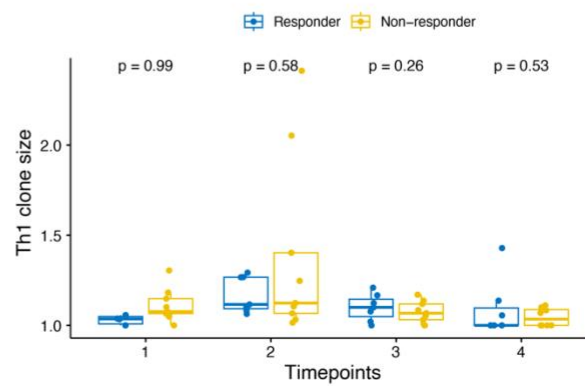

### Supplementary Figure 3. Clonal size distribution of T cells between responders and non-responders.

A. UMAP of CD8+ T cells in responders and non-responders, with each dot representing a single cell. Cells are colored according to their clone size, highlighting differences in clonal expansion. B. UMAP of CD4+ T cells in responders and non-responders, with each dot representing a single cell. Clone sizes are indicated by color, emphasizing clonal diversity within the CD4+ T cell population. C. Distribution of expanded CD4+ T cell clones (clone size  $\geq 2$ , represented by red bars) and non-expanded clones (clone size = 1, represented by green bars) between Th1 cells and other CD4+ T cells. P-value and odds ratio were calculated using Fisher's exact test. D. Distribution of CD4+ T cell clone sizes between responders and non-responders across four timepoints. Statistical significance was determined using a one-tailed Wilcoxon test. Each dot represents one sample. Source data are provided as a Source Data file.

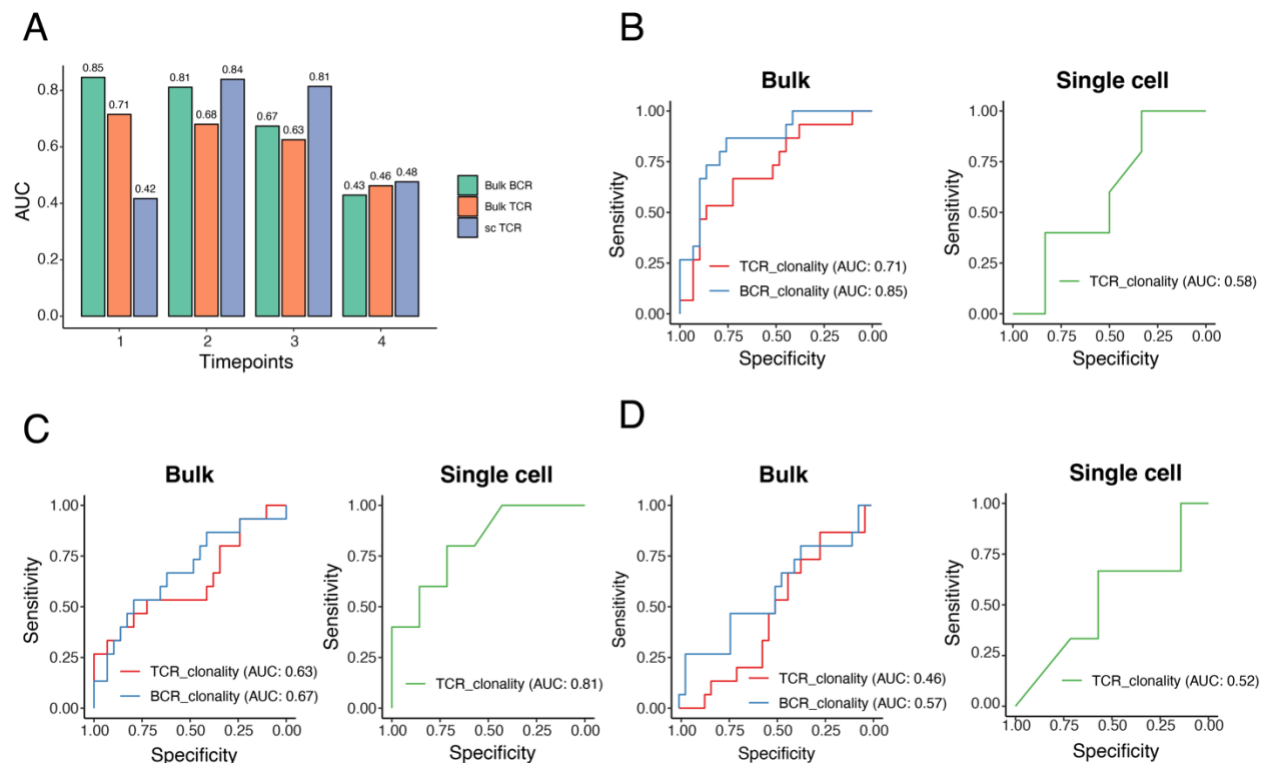

### Supplementary Figure 4. Prediction of ICB response using T cell and B cell clonal expansion in a mouse model.

A. Area Under the Curve (AUC) values for predicting ICB response based on the bulk B cell clonal expansion index, bulk T cell clonal expansion index, and single-cell T cell clonal expansion index across four time points. B-D. Receiver Operating Characteristic (ROC) curves and corresponding AUC values for ICB response prediction using the clonal expansion index of T and B cells at time point 1 (B), time point 3 (C), and time point 4 (D). Source data are provided as a Source Data file.

A

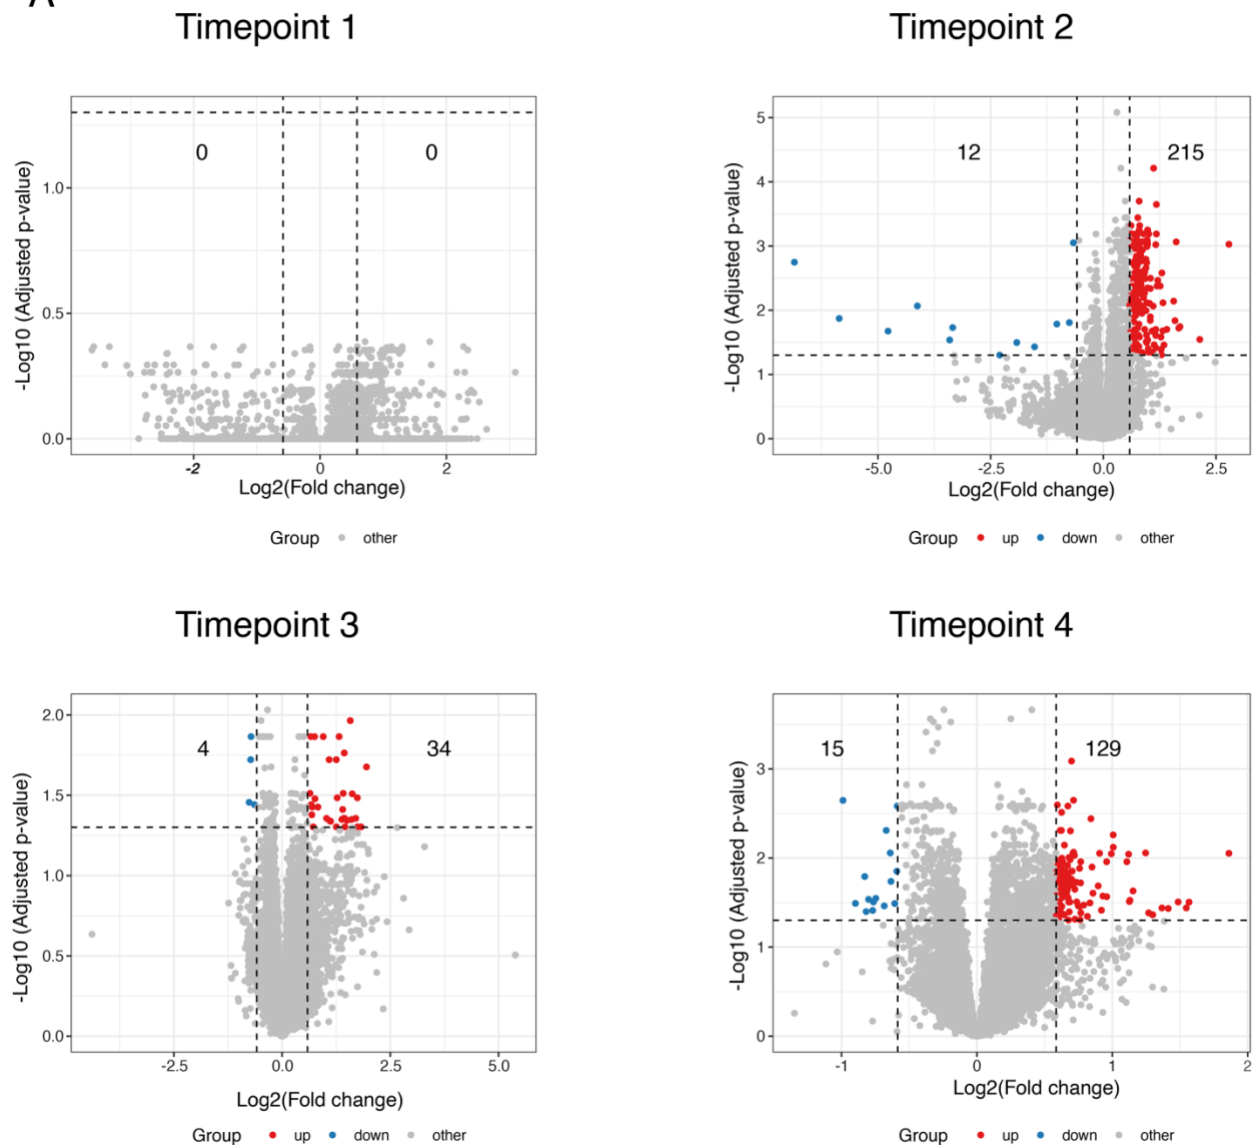

**Supplementary Figure 5. Identification of differentially expressed genes between responders and non-responders at each time point.**

A. The X-axis represents the  $\log_2$ -transformed fold change between responders and non-responders. The Y-axis represents the negative  $\log_{10}$ -transformed adjusted p-value. Upregulated genes (fold change  $\geq 1.5$ , adjusted p-value  $\leq 0.05$ ) are colored red, while downregulated genes (fold change  $\leq -1.5$ , adjusted p-value  $\leq 0.05$ ) are colored blue.

A

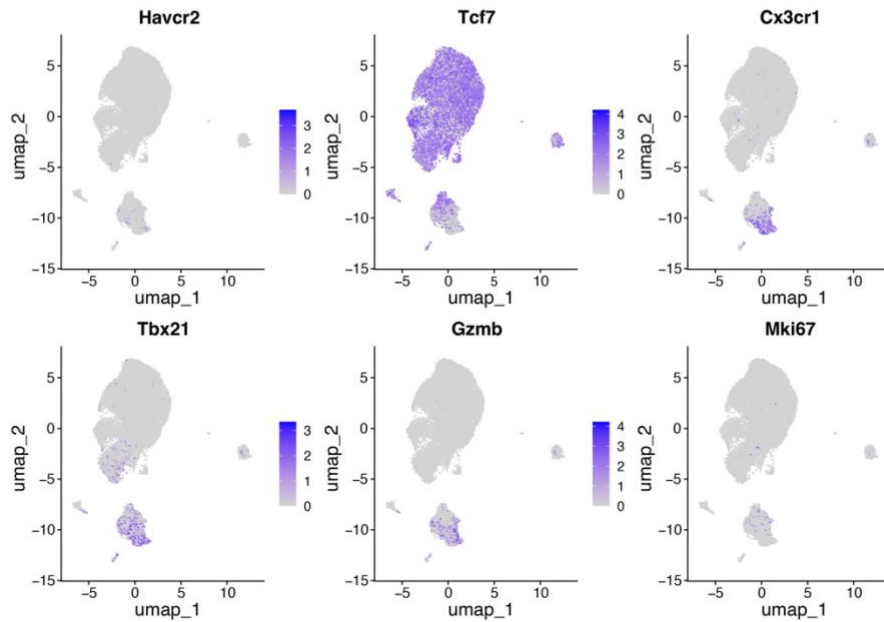

B

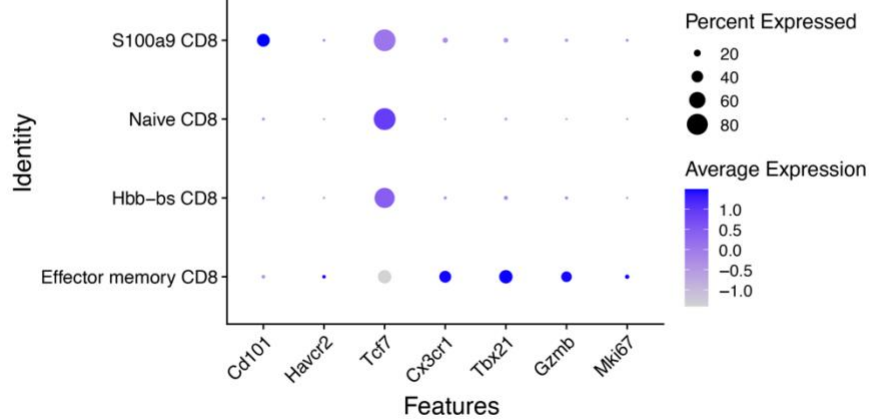

**Supplementary Figure 6. Expression of transitional CD8<sup>+</sup> T cell signatures in the effector memory T cell subpopulation**

A. UMAP plot showing the expression of genes associated with transitional CD8<sup>+</sup> T cells within the CD8<sup>+</sup> T cell population. B. Heatmap illustrating the high expression of transitional CD8<sup>+</sup> T cell markers specifically within the effector memory CD8<sup>+</sup> T cell subpopulation.

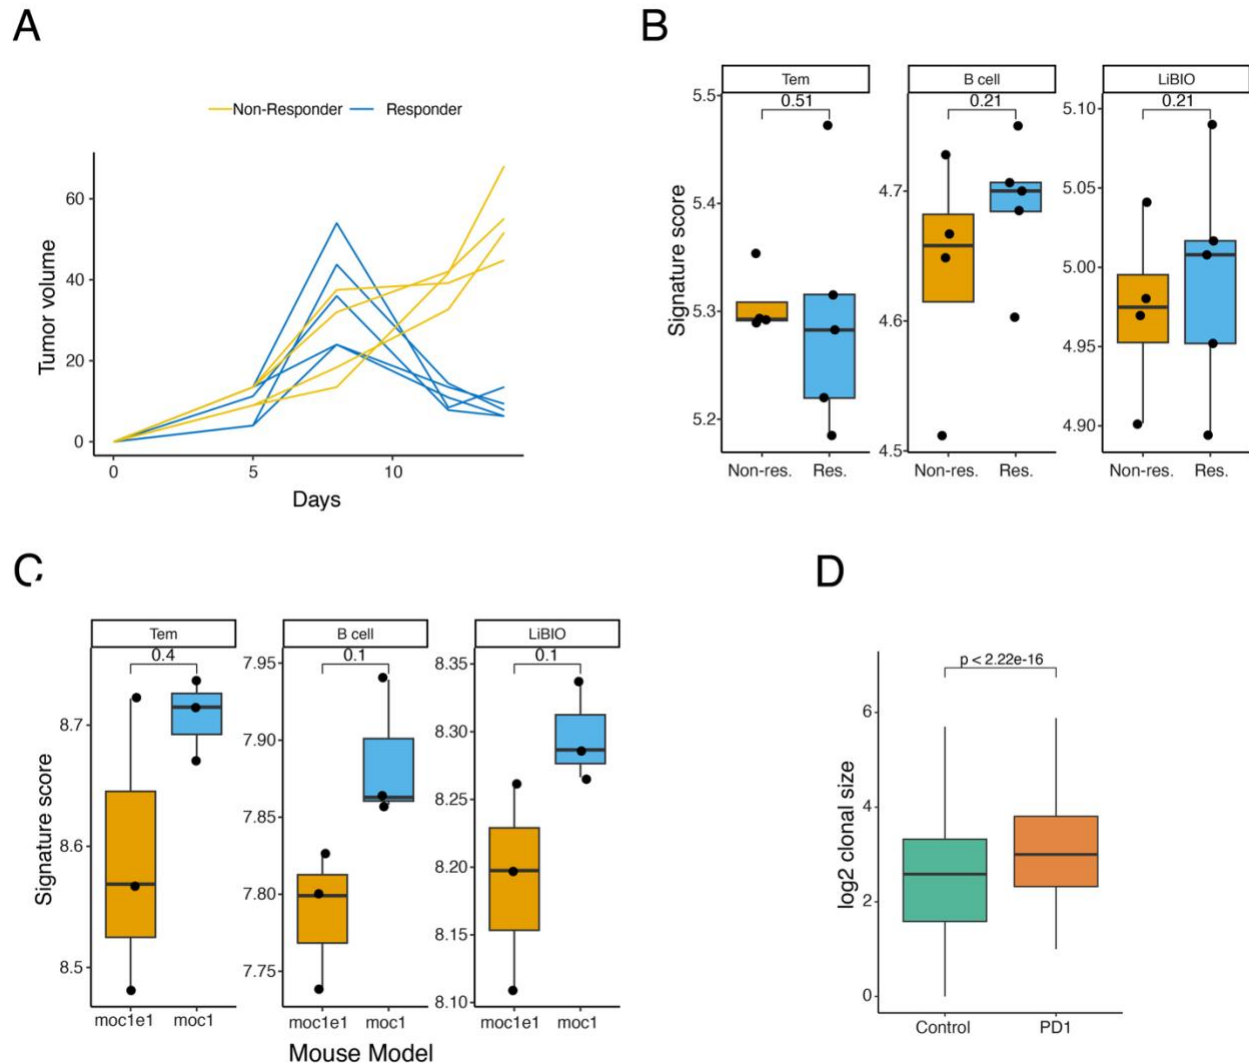

**Supplementary Figure 7. Distribution of immune signature scores and T cell clonal expansion in ICB-sensitive and ICB-resistant mice.**

A. Tumor volume trajectories in responder (blue lines) and non-responder (yellow lines) mice following anti-PD-1 treatment. B. Effector memory T cell ( $T_{em}$ ), B cell, and LiBIO scores in responder versus non-responder mice based on in-house tumor RNA-seq data. C.  $T_{em}$ , B cell, and LiBIO scores in ICB-sensitive (MOC1) and ICB-resistant (MOCe1) mouse models from a publicly available dataset. D. T cell clonal expansion in ICB-sensitive mice (MOC1), represented as log<sub>2</sub>-transformed clonal sizes before (green boxes) and after (orange boxes) anti-PD-1 treatment. In box plots, the center line indicates the median; the box spans the interquartile range (IQR, 25th to 75th percentile); whiskers extend to values within 1.5× IQR from the quartiles; and each dot represents one biological replicate (a single mouse). Statistical significance was evaluated using the two-tailed Wilcoxon rank-sum test.

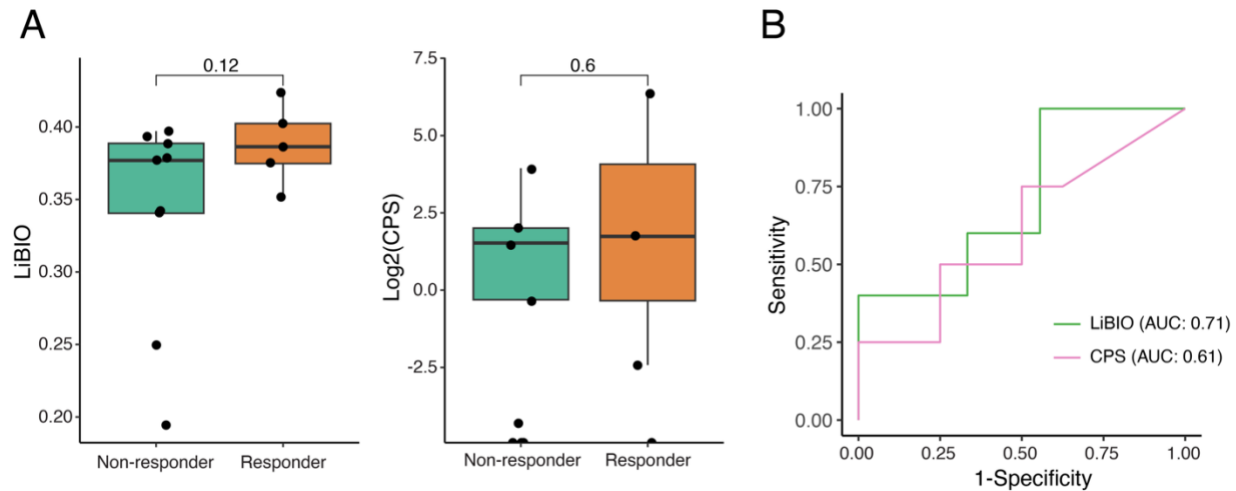

**Supplementary Figure 8. Prediction of ICB response in HNSCC using the LiBIO and CPS scores.**

A. Boxplots showing the distribution of LiBIO and estimated CPS scores (based on CD274 expression) between ICB responders and non-responders. In box plots, the center line indicates the median; the box spans the interquartile range (IQR, 25th to 75th percentile); whiskers extend to values within 1.5× IQR from the quartiles; and each dot represents one biological replicate (a single patient). Statistical comparisons were made using two-tailed Wilcoxon rank-sum tests. B. ROC curves comparing the predictive performance of the LiBIO score and transcriptomic based CPS score. The LiBIO score demonstrated superior accuracy (higher AUC), indicating its potential as a more robust predictor of ICB response. Source data are provided as a Source Data file.

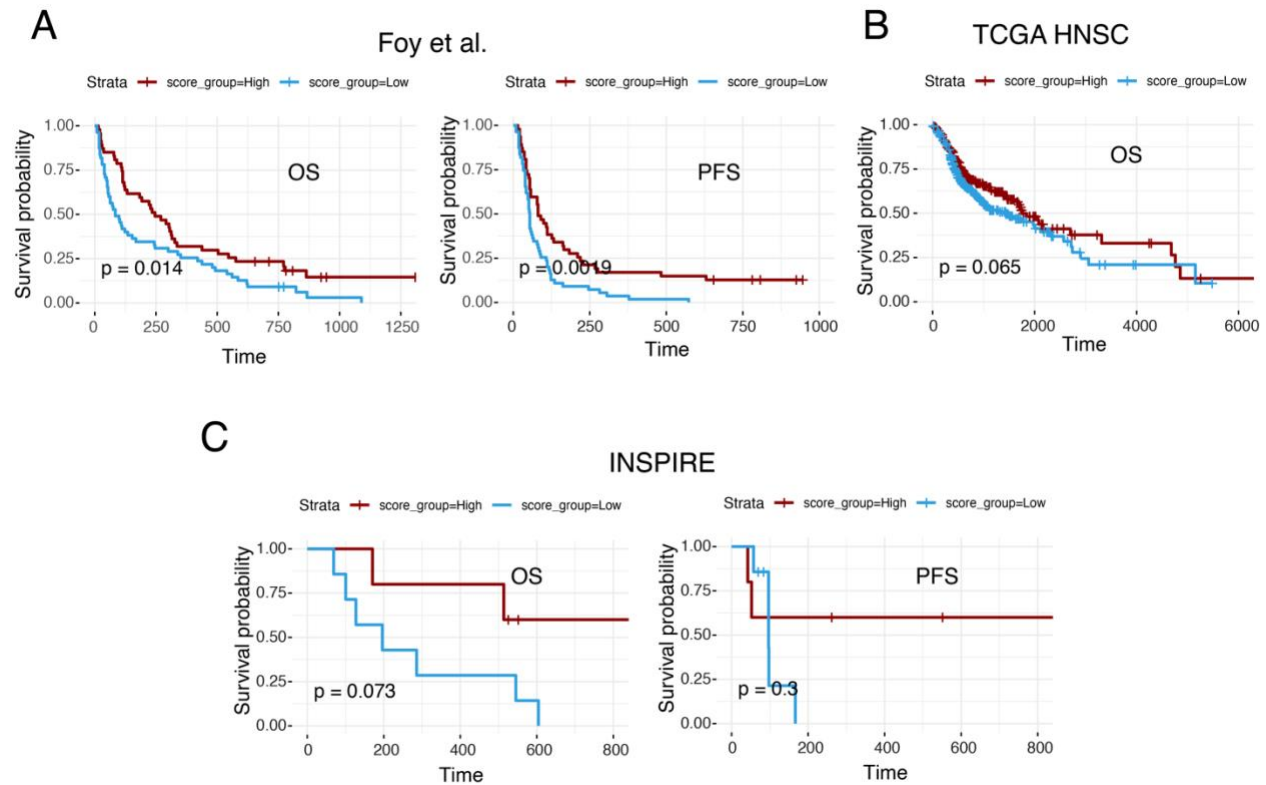

**Supplementary Figure 9. Combined effector memory and B cell signature scores associated with HNSC patient survival.**

A-C. Kaplan-Meier survival curves for two groups of patients, separated based on LiBIO score, in ICB treatment-naïve (TCGA) (B) and ICB-treated Foy et al. (C) and INSPIRE (D)) cohorts. Survival outcomes are shown for both overall survival (OS) and progression-free survival (PFS). Patients in the high-score group had a more favorable prognosis compared to those in the low-score group.

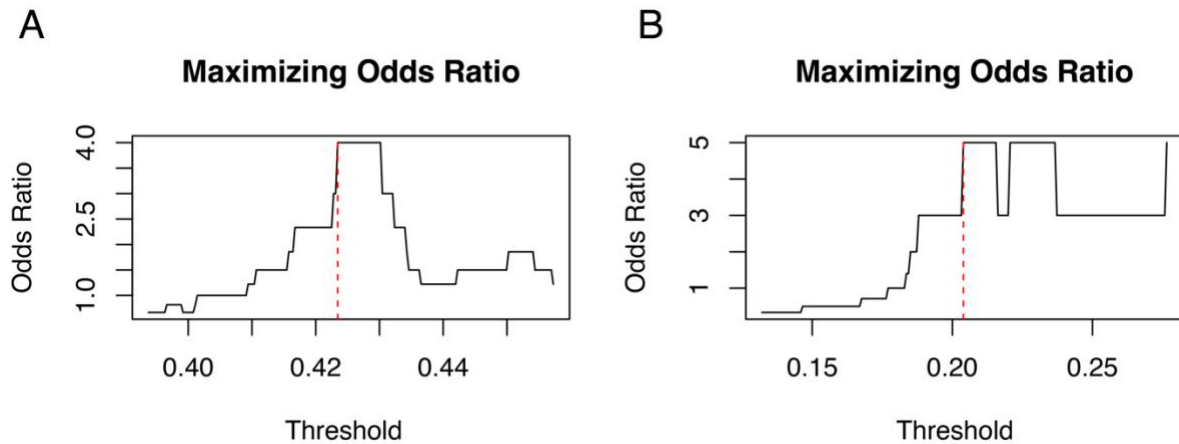

**Supplementary Figure 10. Identification of a fixed threshold for the LiBIO score in HNSCC.**

A-B. Dynamic changes in odds ratio (OR) across a range of LiBIO score thresholds in single-cell (A) and bulk (B) HNSCC cohorts. Red dashed lines represent the final fixed thresholds used for each data type.

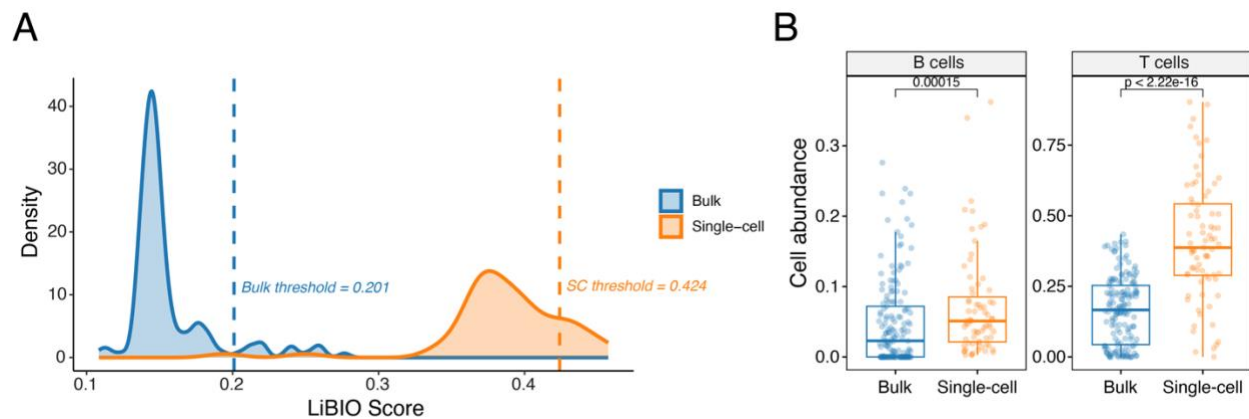

**Supplementary Figure 11. Distribution of LiBIO scores and immune cell abundance across bulk and single-cell cohorts.**

A. Density plot showing the distribution of LiBIO scores in ICB-treated patient cohorts profiled by bulk RNA-seq (blue) and single-cell RNA-seq (orange). Dashed vertical lines indicate the fixed thresholds used to define responders: 0.201 for bulk data and 0.424 for single-cell data. B. Comparison of B cell and T cell abundance between bulk and single-cell cohorts. The y-axis represents the estimated cell abundance, and each dot corresponds to a single patient. Cell abundances in single-cell cohorts were calculated based on the proportion of annotated cells per sample, while abundances in bulk cohorts were estimated using CODEFACS deconvolution with an HNSCC single-cell reference signature. In box plots, the center line indicates the median; the box spans the interquartile range (IQR, 25th to 75th percentile); whiskers extend to values within 1.5× IQR from the quartiles; and each dot represents one biological replicate (a single patient).

Statistical significance was evaluated using the two-tailed Wilcoxon rank-sum test. Source data are provided as a Source Data file.

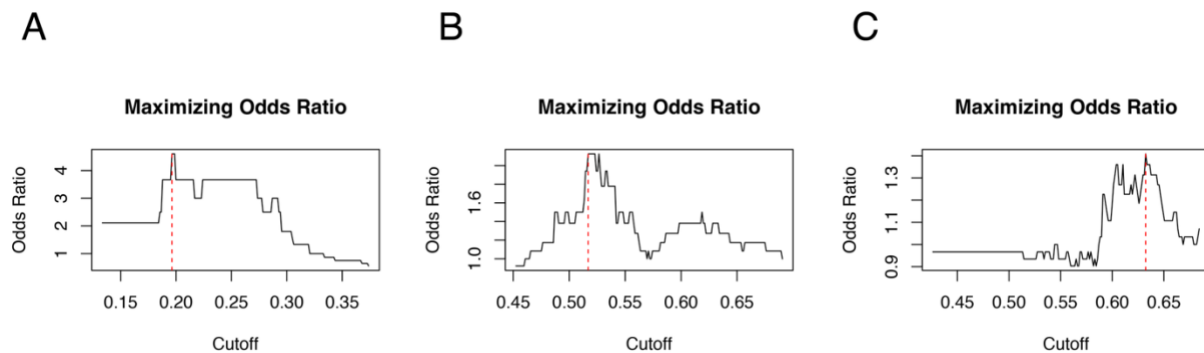

**Supplementary Figure 12. Identification of fixed LiBIO score thresholds for melanoma, NSCLC, and breast cancer.**

A-C. Dynamic changes in odds ratio (OR) across a range of LiBIO score thresholds in melanoma (A), NSCLC (B), and breast cancer (C) cohorts. For each cancer type, the optimal threshold was selected based on the highest OR for distinguishing responders from non-responders. In cases where multiple thresholds yielded the same maximal OR, the lowest threshold was selected to enhance sensitivity. Red dashed lines represent the final fixed thresholds used for each cancer type.

# Supplementary material for: Longitudinal liquid biopsy identifies an early predictive biomarker of immune checkpoint blockade response in head and neck squamous cell carcinoma
**Source:** Nat Commun. 2025 Sep 1;16:8161. doi: 10.1038/s41467-025-63538-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used

Data analysis All original code used in this study has been deposited in GitHub at [https://github.com/wbb1813/Time\\_series\\_mouse\\_ICB](https://github.com/wbb1813/Time_series_mouse_ICB) and is publicly available as of the date of publication. To ensure reproducibility and provide a permanent citation, the repository has also been archived in Zenodo with the <https://doi.org/10.5281/zenodo.15856815>. Additionally, Data analysis involved GraphPad Prism version 9 for statistical analyses and R version 4.4.170.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The bulk RNA sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession code GSE299686 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE299686>].

The single-cell RNA sequencing (scRNA-seq) and single-cell T cell receptor sequencing (scTCR-seq) data have been deposited under accession code GSE299683 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE299683>].

Source data supporting the findings of this study are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on prior studies and statistical power calculations to ensure sufficient power to detect significant effects. |
| Data exclusions | No data exclusions were performed; all data points were included in the analysis.                                                              |
| Replication     | All experiments were replicated at least twice with consistent results, ensuring reproducibility.                                              |
| Randomization   | Mice were randomly assigned to experimental groups to control for potential confounding variables.                                             |
| Blinding        | Investigators were blinded to group allocation during data collection and analysis to minimize bias.                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                    |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The 4MOSC1 syngeneic mouse HNSCC cell line was developed by the Gutkind lab and characterized in a prior study (Nature Communications, 2019) line was designed to model tobacco-associated mutational landscapes relevant to head and neck cancer. |
| Authentication                                                       | Cell lines were authenticated through STR profiling by the original developer and confirmed based on consistent morphology and growth characteristics under experimental conditions.                                                               |
| Mycoplasma contamination                                             | All cell lines were tested for mycoplasma contamination and confirmed negative before use in experiments.                                                                                                                                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 mice, aged 6-8 weeks, were used in all experiments. Mice were sourced from Jackson Laboratory and maintained under specific pathogen-free conditions.                                                                                                                                                                                                                                                                                                                               |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex        | Both male and female mice were used in the study. Data were disaggregated by sex where relevant, and sex was considered during study design to evaluate any potential sex-based differences. No significant sex-based differences were observed; therefore, combined data are presented.                                                                                                                                                                                                    |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of California, San Diego (UCSD) under protocol number S16200, with Principal Investigator Dr. Joseph Califano. The protocol, titled 'Mouse model for cancer development and drug treatment of cancer,' was approved on 08/23/2022 and is valid until 07/21/2025, covering the use of <i>Mus musculus</i> (mouse) in compliance with federal and institutional regulations. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                           |
|-----------------------|-----------------------------------------------------------|
| Seed stocks           | Not applicable; no plant material was used in this study. |
| Novel plant genotypes | not applicable                                            |
| Authentication        | not applicable                                            |

# Supplementary material for: Longitudinal liquid biopsy identifies an early predictive biomarker of immune checkpoint blockade response in head and neck squamous cell carcinoma
**Source:** Nat Commun. 2025 Sep 1;16:8161. doi: 10.1038/s41467-025-63538-4
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Signature genes of effector memory CD8<sup>+</sup> T cells (T<sub>em</sub>) and B cells were identified using single-cell data from the second timepoint (Day 9). Marker genes for T<sub>em</sub> and B cells were determined by comparing gene expression between responder and non-responder mice, with selection based on a false discovery rate ( $\text{FDR} \leq 0.01$ ) and fold change  $\geq 1.5$ .

How the deposited data were processed for this re-analysis (not part of the article)

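The data were 178 bulk RNA-seq libraries of whole blood from 45 mice with orthotopic 4MOSC tumors, sampled on Days 4, 9, 17 and 24 and treated with an antibody against PD-1. Blood was taken from behind the eye into TRIzol, and polyadenylated RNA was made into libraries with the SMARTer mRNA-Seq kit. Response, day and mouse were taken from the sample labels and from the Source Data of the paper. A mouse counted as a responder (15 mice) or a non-responder (30 mice) by its group in the Source Data of Fig. 1C and 1D. For the Day 17 library of non-responder 24 the label and the Source Data of Fig. 3E and 3F say responder, whereas the Source Data of Fig. 1D and the labels of the mouse on the other days say non-responder. The library was counted with the non-responders, with the other assignment as an alternative. The ear tags of the mice form 2 series, of 4 digits (18 mice) and of 3 digits (27 mice), and the mice of each response group were numbered in the order of their tags. The series was treated as a possible batch, since 11 of the 15 responders and 7 of the 30 non-responders have 4-digit tags. Single-cell libraries, tumors and human cohorts of the paper were not analysed here.

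The authors aligned the reads to the mouse genome (mm10) and deposited 1 table of counts per gene and 1 table of TPM. The paper's text does not name the aligner, the counting tool or the gene annotation. The deposited counts are estimated counts that need not be whole numbers, so that the authors' counting shared reads between genes in part, and they were rounded before every test on counts, since the tests had been chosen for whole counts. All gene identifiers of the count table match the GENCODE M21 annotation of GRCm38, from which the positions in the text were taken. The authors deposited the TPM values per gene symbol, and these are scaled to 1 sum per library, haemoglobin genes included. No column of either table was left unused, and no pair of libraries held identical values.

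Total counts per library ranged from 26058944 to 82208651, with a median of 51971360.5. Haemoglobin genes took most of them, and the counts of all other genes ranged from 4536671 to 22177346 per library. Whether counting error at this depth is small beside the spread between mice was not tested. The library with the lowest TMM factor, that of non-responder 29 on Day 24, held most of its counts in few genes, and alternatives without it were added. They cover the counts of genes, the gene list scores, the clusters, the share of rising genes, the lasso predictors and the AUCs of the signatures. The label permutations of the lasso predictors, the fits of the differences of changes with the mouse as a block or with the series, the relations between measures and the comparisons at equal levels were not run again without it.

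Tests on counts used edgeR 4.0.16 in R 4.3.3: TMM scaling, filterByExpr, a quasi-likelihood fit (glmQLFit) and F test (glmQLFTest), and Benjamini-Hochberg adjustment over the genes tested. Responders and non-responders were compared within each day, at an adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of SF 5 of the paper. The paper's text does not name the test behind SF 5 and gives one-tailed Wilcoxon tests as its general method, which were run as an alternative. Their tail was taken for each gene in the direction of its own difference, so their error rate is above the nominal one. Changes from Day 4 were tested within each response group with the libraries of all 4 days in 1 fit, and the difference of these changes between the groups as the interaction of response and day over all libraries, both at an adjusted p of at most 0.05. Alternatives used DESeq2 1.42.0, two-sided and one-tailed Wilcoxon tests on TPM, genes with at least 1 count in any library or at least 10 counts in every library, adjusted p alone, the ear tag series as a covariate, each series alone, non-responders without the mice of stable disease, haemoglobin genes removed before scaling, and the mouse as a replicate block. The 4 libraries of a mouse come from 1 animal, as its ear tag shows, so the mouse pairs the libraries. The deviations of libraries of the same mouse from their group means correlated little, with mean correlations between -0.05 and 0.097 over the pairs of days.

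Genes named in the text were chosen by a rule set in advance: for each day the 3 genes with the smallest p in each direction among those past both thresholds, the same for each change over time, and the genes the paper names (among them Cxcr3, Cxcr6, Nkg7, Cx3cr1, Tbx21, Gzmb, Cd22, Cd79a, Cd79b and Ms4a1) with the sex genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. Some genes that the rule selects are not reported here. A gene named outside this rule is said to have been chosen after its values were seen.

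Functions that the paper names were followed with 13 gene lists fixed beforehand: the paper's effector memory T cell (T_em) signature (152 genes), the paper's B cell signature (120 genes), immunoglobulin genes (151 genes), mitochondrial ribosomal proteins (78 genes), mRNA splicing factors (65 genes), chemokines (16 genes), keratins (19 genes), DNA replication (39 genes), myeloid and neutrophil activation (24 genes), leukocyte-mediated cytotoxicity (19 genes), interferon-induced genes (23 genes), erythroid genes (15 genes) and T cell genes (17 genes). The signatures are those the paper derived from single-cell data, and the other lists were written for this work, so that none was chosen on these libraries. The score of a list is the mean log2 CPM of its genes, with TMM scaling, in each library. Scores were compared by two-sided permutation tests with 100000 resamples, or by exact tests where a group had fewer than 10 mice. A change from Day 4 was tested by permuting libraries between the days, its difference between the groups by permuting response over the mice with both days, and responders against non-responders by permuting response within a day. P-values were adjusted by Benjamini-Hochberg over 117 comparisons of changes and 52 of responders with non-responders. A value is called within the spread where its permutation test did not pass, which is not a comparison with the SD. Alternatives used log2(TPM + 1), log2(TPM + 0.1), haemoglobin genes removed, sign flips of the change within each mouse as a replicate block, each ear tag series alone, and permutation within the series.

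Fuzzy c-means clustering used e1071 1.7.16 with 8 clusters as in the paper, and with a fuzzifier of 1.25 and genes of a mean TPM of at least 1, which the paper's text does not give. The alternatives were a fuzzifier of 2, a mean TPM of at least 0.1, mean log2(TPM + 1), CPM with TMM scaling, haemoglobin genes removed, and the other 9 of 10 random starts. Lasso predictors used glmnet 4.1.10 with 5 folds balanced by response and 20 fold assignments. They were compared with 99 permutations of the response labels, over all mice and within the ear tag series, each with 1 fold assignment. Scores of single samples by ssGSEA were computed on TPM with code written for this work. Tables were handled with data.table 1.17.8, and the permutation tests and plots used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

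Counts of genes were set beside those of other splits of the same mice: 100 splits, the real one included, for each comparison of responders with non-responders and each change within a group, and 51 for the differences of changes, whose fits took longer and for which a first draw of 100 was replaced. Each mouse, or each library of a day, was also left out in turn.

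The tests were tried on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed by a log2 fold change of 1. edgeR called 98.5% of them with 15 against 30 libraries, 87.5% with 11 against 7 and 78% with 4 against 23, among 12608 genes. It called 91% for a change between days and 92% for a difference of changes. The clustering put all of 2400 simulated genes in their planted clusters, and the lasso gave an AUC of 1 with and 0.496 without shifted genes among 4000. An alternative without shallow libraries had been chosen as well, but no total count was far below the median, so that it left out none. The paper's indices of clonal expansion per library were read from its Source Data and are marked as the paper's, since the T and B cell receptor reads were not analysed here.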

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

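The other splits of the mice for the differences of changes, the fits with the ear tag series, the counts of genes that did not pass with a covariate, the fits without the Day 24 library of non-responder 29, the tests of erythroid genes and keratins against series and library size and the comparisons with tumor volume were chosen only after the result was seen. The fits with erythroid genes and the tests of epithelial RNA were chosen after other results had been seen, but before their own.

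By Day 17, 48 genes had changed differently from Day 4 in responders and non-responders, a difference between the groups found by the interaction of response and day in edgeR's quasi-likelihood test. All 48 had the larger change in responders. The largest of them, named after their values were seen, were Slc28a3 (difference of log2 fold changes 4.97), Fam84a (4.43) and Phlda1 (1.97), and the list also held the epithelial genes Muc1, Prss8 and Plet1. Of 51 splits of the mice into groups of the same sizes, the real one included, 4 gave as many genes, so the count does not stand apart from other groupings of these mice, although only by a narrow margin. An earlier draw of 100 splits, replaced by this one because its fits took too long, gave 5 as large, a share of 0.05, for this count and for that of Day 24. Without the Day 24 library of non-responder 29 the count was 55 (48 with the larger and 7 with the smaller change in responders), and 5 of 51 splits gave as many. With each mouse left out in turn it ran from 0 (without responder 6) to 96 (without responder 1), and 15 of the 45 mice moved it by more than 1.5 times. With the ear tag series and its change over the days in the fit with the mouse as a block, 0 genes were left (2586 at an unadjusted p below 0.05). The mean log2 CPM of the 48 genes, none of them a keratin, was -3.33 ± 0.06 (SD, n = 11) in responders and -3.25 ± 0.07 (n = 7) in non-responders with 4-digit tags on Day 4, against -1.12 ± 0.71 (n = 4) and -0.61 ± 0.80 (n = 22) in the mice with 3-digit tags. By Day 17 the order of the series had turned, at 0.13 and -0.09 in the mice with 4-digit tags and -1.73 and -1.82 in the mice with 3-digit tags. Their change differed by 2.45 between responders and non-responders (permutation test, p = 0.00105). The genes were chosen for this difference, so that its p is not a separate test. Within the series the difference was 0.44 (p = 0.18). Between the series the change differed by 4.45 (p = 1e-05, the smallest that the resamples can give). These values are consistent with a difference between the ear tag series as the source of this count.

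RNA of epithelial cells is a candidate explanation for what these genes measure. Within each of 8 groups of day and response, their mean rose with the mean of the keratins of the library (median r 0.92, from 0.85 to 0.96; Spearman's rho from 0.67 to 0.95; lowest r without the 2 farthest libraries 0.85; adjusted p at most 0.05 in 8 of 8, permutation tests), where the median r of all genes was -0.02. Within the series the relation was positive in 11 of 12 groups (median r 0.82, adjusted p at most 0.05 in 9), and it was lost in the mice with 4-digit tags on Day 4, whose levels hardly varied (r = -0.12 in non-responders, n = 7, exact permutation test). With the level of erythroid genes in the fit 78 genes differed by Day 17, 46 of the 48 among them, so red cell RNA does not account for them. The paper's tumor volumes argue against tumor cells in the blood as a source in proportion to tumor size. Responders, in whom these genes rose more, had by then the smaller tumors (3.696 ± 5.82 against 81.54 ± 32.4 mm³, a difference of -77.8, permutation test, adjusted p = 2e-05). Over the 8 groups the median r of the genes with the paper's tumor volumes was -0.10. On Day 4 the genes ran opposite to tumor volume (r = -0.77 in responders, adjusted p = 0.00116, and -0.77 in non-responders, adjusted p = 1.6e-04, permutation tests), and in no other group was the adjusted p at most 0.05. Within the series the median r was 0.08 (adjusted p at most 0.05 in 0 of 11). Blood was drawn from behind the eye, so that cells of the eyelid or conjunctiva could enter a sample, which no value here tests. An effect of response on these genes was not found within the series, where the difference of 0.44 was within the spread.

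By Day 24, 515 genes had changed differently in the 2 groups, 228 with the larger and 287 with the smaller change in responders. The genes with the smallest p in each direction were Ncoa3 (0.32), Sema4b (0.47) and Map3k1 (0.44), and Gng5 (-2.21), Atf5 (-3.25) and Ghitm (-2.03). As many genes were given by 4 of 51 splits, the real one included, so this count too does not stand apart from other groupings, again by a narrow margin. The count rested in large part on 1 library of low complexity: without the Day 24 library of non-responder 29 it was 154, 151 of them among the 515, and 2 of 51 splits of the remaining libraries gave as many. That library had 12605 genes with a count and 88% of its counts on haemoglobin genes. With erythroid genes in the fit 233 genes differed, 162 of them among the 515, and 283 without that library. The mouse as a block alone left 212 genes, 206 of them among the 515. Adding the ear tag series and its change over the days to the fit with the block gave 355 (257 and 98), of which 94 were among the 212. Neither red cell RNA nor the series thus accounts for the whole count. For the 353 genes that did not pass with erythroid genes in the fit, and the 118 of the 212 that did not pass once the series was added to the block, these sources and an effect of response cannot be told apart, since the loss of a call alone does not show its cause. Leaving out each mouse gave from 70 genes (without responder 8) to 920 (without responder 15), and 11 mice moved the count by more than 1.5 times. A different course of gene expression in responders may explain the part that stands apart from other splits without the library of non-responder 29, as a hypothesis that rests on few mice.

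Keratins rose more in responders by Day 17 (1.31 log2 CPM, permutation of response over 43 mice, adjusted p = 0.0305) and Day 24 (1.20, adjusted p = 0.00969), a difference between the groups in genes the paper does not discuss. The adjusted p of Day 17 rose to as much as 0.0599 when responder 5, 7, 12 or 13 was left out. In CPM scaled by TMM, the most abundant keratins on Day 17 were Krt80 (10.9 ± 4.07 in responders and 9.32 ± 1.68 in non-responders) and Krt13 (1.84 ± 1.69 and 0.719 ± 0.785). Of the 19 keratin genes, 0 were in another list. In the mice with 3-digit tags the difference by Day 24 was 0.03 (exact permutation test with 4 responders, adjusted p = 0.997) and in the mice with 4-digit tags 0.48 (adjusted p = 0.325, exact permutation test). Between the series, the change differed by 2.00. The rise is therefore consistent with the ear tag series as its source. The paper's tumor volumes argue against RNA of tumor cells in proportion to tumor size, since on Day 24 responders had the smaller tumors (1.046 ± 1.59 against 125.4 ± 70.9 mm³, a difference of -124, permutation test, adjusted p = 2e-05). Within the groups of day and response, the median r of keratins with tumor volume was -0.09, positive in 2 of 8. On Day 4 keratins ran opposite to tumor volume. There r was -0.72 in responders (adjusted p = 0.00624) and -0.73 in non-responders (adjusted p = 8e-05, permutation tests). In no other group was the adjusted p at most 0.05. Within the series the median r was -0.06 (adjusted p at most 0.05 in 0 of 10). The paper's tumors on Day 4 had a median volume of 31.9 mm³ in responders and 26.0 mm³ in non-responders with 4-digit tags, and of 4.0 mm³ in both groups of the mice with 3-digit tags, so the series also differed in tumor size at the start.

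Genes of myeloid and neutrophil activation changed less in responders by Day 9 (-0.46, adjusted p = 0.0172) and by Day 24 (-0.41, adjusted p = 0.0224; -0.36 without the library of non-responder 29), permuting response over the mice. The difference by Day 9 was -0.31 in the mice with 4-digit tags (adjusted p = 0.323, exact permutation test) and -0.52 in the mice with 3-digit tags (adjusted p = 0.216, exact permutation test), and that by Day 24 was -0.40 in the mice with 4-digit tags (adjusted p = 0.188, exact permutation test) and -0.43 in the mice with 3-digit tags (adjusted p = 0.233, exact permutation test). Responders had the higher level on Day 4 (adjusted p = 0.021, and 0.0572 without responder 5), and whether the higher start accounts for the smaller rise was not tested. The level of responders less that of non-responders was 0.357 on Day 4, -0.108 on Day 9 and -0.05 on Day 24. The groups thus lay further apart before treatment than on Day 9 or Day 24. The B cell signature changed more in responders by Day 24 (0.13, adjusted p = 0.0172; 0.10, adjusted p = 0.00901, without that library). This difference was 0.19 in the mice with 4-digit tags (adjusted p = 0.132, exact permutation test) and 0.06 in the mice with 3-digit tags (adjusted p = 0.43, exact permutation test). An effect of response on B cells stays open as a hypothesis.

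Erythroid genes, which the paper does not report on, were higher in responders on Day 4 (0.94 log2 CPM; 11.00 ± 1.02 against 10.06 ± 0.72, adjusted p = 0.0184) and Day 9 (0.92; 11.41 ± 0.55 against 10.50 ± 0.55, adjusted p = 2.6e-04, permutation tests). Of the unscaled counts of Day 9, haemoglobin genes took 82.7% in responders and 78.2% in non-responders. In CPM scaled by TMM, the most abundant erythroid genes on Day 9 were Hbb-bs (562000 ± 219000 in responders and 327000 ± 110000 in non-responders) and Hba-a1 (285000 ± 101000 and 164000 ± 55600). Within the ear tag series the difference on Day 9 was 0.67 (adjusted p = 0.0203), so the series does not account for it. That on Day 4 was 0.88 there (adjusted p = 0.0526, p = 0.00487 before adjustment), which did not pass, so that a contribution of the series on Day 4 stays open. Total counts did not differ beyond the spread on these days (p = 0.269 on Day 9 and 0.885 on Day 4). This gives no sign of library size as the source, but it does not exclude it. The counts of genes that differed between the groups went with the level of erythroid genes. With the mean of the erythroid genes in the fit, the 531 genes of Day 4 and 460 of Day 9 became 0 and 0. Among the non-responders alone, 99.2% of the 481 genes higher in responders on Day 4 and 99.1% of the 443 of Day 9 rose with the erythroid genes, against 45.4% and 38.5% of all genes. Red cell RNA is thus a candidate explanation for most of these genes. Whether responders have more young red cells in the blood or lost fewer of them in sampling was not tested, and a biological difference stays open.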

How the results depend on the processing

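The alternatives without the Day 24 library of non-responder 29, with responders and non-responders compared within 1 ear tag series by list, and with the share of rising genes permuted within the series were chosen only after the result was seen. The fits with erythroid genes were added after the data had been seen, but before their own results were. The fit with the ear tag series by day and the tests of the share of rising genes under TMM were also chosen only after the result was seen. The other alternatives, tests and gene lists were chosen before the data were examined, apart from tests that other sections name as chosen later. Of 414 values that answer a comparison of the paper or of this section under an alternative, 245 kept their direction and side of the threshold, or stayed within 1.5 times the count or 1 SD. The others were 48 that no longer passed, 8 that then passed, 25 of opposite direction and 88 that moved further. Of 537 values of single genes, 377 stayed, 131 no longer passed, 13 then passed and 16 changed direction. Where fewer mice or fewer genes do not account for a change, the cause was not tested. The alternative without shallow libraries left out no library and gave no other value. Haemoglobin left from 4536671 to 22177346 counts per library for all other genes. The immunoglobulin genes, at a mean log2 CPM of -0.87 in responders on Day 4, still changed past the threshold by Day 24, and how small a change this depth can show was not tested.

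For the genes differing between responders and non-responders, DESeq2 counted 71 in place of 33 on Day 17, a filter of 10 counts in every library, which tests fewer genes, counted 14 in place of 33 on Day 17 and 5 in place of 37 on Day 24, and no filter on low counts gave 78 in place of 33 on Day 17. Adjusted p alone counted 936 in place of 531 on Day 4, 1687 in place of 460 on Day 9, 249 in place of 33 on Day 17 and 1066 in place of 37 on Day 24 (2674 without the library of non-responder 29). Two-sided Wilcoxon tests on TPM counted 8920 in place of 531 on Day 4, 10227 in place of 460 on Day 9, 0 in place of 33 on Day 17 (1731 unadjusted) and 0 in place of 37 on Day 24 (1211 unadjusted), and one-tailed ones 10625 in place of 531 on Day 4, 11085 in place of 460 on Day 9, 0 in place of 33 on Day 17 (4047 unadjusted) and 0 in place of 37 on Day 24 (2391 unadjusted). The one-tailed tests took the tail of each gene by its own direction, so they count genes of both directions. With both forms, nearly all genes of Days 4 and 9 were lower in responders (8895 and 10177 with two-sided tests, 10502 and 10937 with one-tailed ones), whereas edgeR had 493 of 531 and 458 of 460 higher. In TPM the log2 fold changes of these genes on Day 9 turned, with either form of the test: Cx3cr1 -0.55 in place of 0.11, Cxcr3 -0.28 in place of 0.36, Cxcr6 -0.14 in place of 0.55, Gzmb -0.45 in place of 0.25, Nkg7 -0.49 in place of 0.21, Smdt1 -0.079 in place of 0.64 and Tbx21 -0.47 in place of 0.23. With the ear tag series as a covariate, the counts were 273 in place of 460 on Day 9, 0 in place of 33 on Day 17 (1280 unadjusted) and 3 in place of 37 on Day 24, where without the library of non-responder 29 it was 45 in place of 95. Without the mice of stable disease they were 0 in place of 531 on Day 4 (1000 unadjusted), 0 in place of 33 on Day 17 (2341 unadjusted) and 107 in place of 37 on Day 24, with non-responder 24 counted as a responder 59 in place of 33 on Day 17, and with erythroid genes in the fit 0 in place of 531 on Day 4 (1258 unadjusted) and 0 in place of 460 on Day 9 (997 unadjusted). Without the Day 24 library of non-responder 29 they were 95 in place of 37 on Day 24, 36 of them among the 37. The mice of 1 series alone, which are fewer, gave 0 in place of 531 on Day 4 (3048 unadjusted), 0 in place of 460 on Day 9 (1443 unadjusted), 0 in place of 33 on Day 17 (629 unadjusted) and 0 in place of 37 on Day 24 (1736 unadjusted) in the mice with 4-digit tags and 0 in place of 531 on Day 4 (1787 unadjusted), 1 in place of 33 on Day 17 and 0 in place of 37 on Day 24 (1886 unadjusted) in the mice with 3-digit tags. Whether fewer mice account for the counts of 0 was not tested. In simulations with a log2 fold change of 1, edgeR called 87.5% of changed genes with 11 against 7 libraries and 78% with 4 against 23. The mice with 3-digit tags gave 347 genes on Day 9. Cd79a and Cx3cr1 on Day 9 also changed direction among the mice of 1 series: Cd79a 0.01 in place of -0.019 in the mice with 4-digit tags and Cx3cr1 -0.12 in place of 0.11 in the mice with 3-digit tags.

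Of the changes from Day 4, a fold change of at least 1.5 in addition left 887 in place of 3476 by Day 9, 565 in place of 3211 by Day 17 and 396 in place of 2183 by Day 24 in responders and 1286 in place of 6605 by Day 9, 645 in place of 6000 by Day 17 and 784 in place of 6331 by Day 24 in non-responders, as a stricter threshold must. The mouse as a block, which pairs the libraries of an animal, gave 3 in place of 0 by Day 9 and 212 in place of 515 by Day 24 for the genes whose change differed between the groups, and it changed no other count by more than 1.5 times and no call of a list named at a claim. With the ear tag series by day added to it, the counts were 1 in place of 0 by Day 9 and 0 in place of 48 by Day 17 (2586 unadjusted). DESeq2 counted 89 in place of 48 by Day 17 and 878 in place of 515 by Day 24, the fit with erythroid genes 78 in place of 48 by Day 17 and 233 in place of 515 by Day 24, and the fit with non-responder 24 as a responder 77 in place of 48 by Day 17. Leaving out the Day 24 library of non-responder 29 gave 154 in place of 515 by Day 24.

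The clusters depended on the scaling. In CPM scaled by TMM, 36.8% in place of 47.6% of genes had a higher mean in responders, 4 in place of 1 clusters rose in non-responders, 46.8% in place of 4.1% of genes had a higher mean in non-responders and the difference per mouse was -0.4 in place of 23.3 percentage points. With haemoglobin genes removed and TPM rescaled, 62.5% in place of 47.6% of genes had a higher mean in responders, 3 in place of 1 clusters rose in non-responders and 21.7% in place of 4.1% of genes had a higher mean in non-responders. Genes down to a mean TPM of 0.1 gave other numbers, in that 53.8% in place of 47.6% of genes had a higher mean in responders and 2 in place of 1 clusters rose in non-responders, and with the mean of log2(TPM + 1), 65.5% in place of 47.6% of genes had a higher mean in responders.

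On log2 CPM scaled by TMM, the lasso AUCs were 0.752 in place of 0.826 for Day 9, 0.741 in place of 0.651 for Day 24, 0.44 in place of 0.525 for Day 9 minus Day 4, 0.544 in place of 0.707 for Day 17 minus Day 4, 0.796 in place of 0.687 for Day 24 minus Day 4 and 0.899 in place of 0.839 for Day 24 minus Day 9. The 2000 genes of highest variance gave 0.767 in place of 0.643 for Day 17, 0.726 in place of 0.651 for Day 24, 0.468 in place of 0.525 for Day 9 minus Day 4, 0.662 in place of 0.707 for Day 17 minus Day 4 and 0.747 in place of 0.6 for Day 24 minus Day 17. A penalty fixed over all mice gave 0.877 in place of 0.839 for Day 24 minus Day 9. Over pairs of mice of 1 series they were 0.637 in place of 0.717 for Day 4, 0.73 in place of 0.826 for Day 9, 0.562 in place of 0.643 for Day 17, 0.523 in place of 0.651 for Day 24, 0.42 in place of 0.525 for Day 9 minus Day 4, 0.671 in place of 0.707 for Day 17 minus Day 4, 0.607 in place of 0.687 for Day 24 minus Day 4 and 0.742 in place of 0.839 for Day 24 minus Day 9. Without the mice of stable disease, which leaves fewer non-responders, they were 0.742 in place of 0.826 for Day 9, 0.507 in place of 0.643 for Day 17, 0.465 in place of 0.525 for Day 9 minus Day 4, 0.462 in place of 0.707 for Day 17 minus Day 4, 0.619 in place of 0.724 for Day 17 minus Day 9, 0.457 in place of 0.687 for Day 24 minus Day 4, 0.714 in place of 0.839 for Day 24 minus Day 9 and 0.449 in place of 0.6 for Day 24 minus Day 17. Counting non-responder 24 as a responder on Day 17 gave 0.752 in place of 0.643 for Day 17. Leaving out the library of non-responder 29 gave 0.736 in place of 0.651 for Day 24.

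With ssGSEA on TPM, the AUC of a signature turned to the other side of 0.5 at 0.345 in place of 0.687 for the T_em signature on Day 4, 0.404 in place of 0.676 for the T_em signature on Day 24, 0.26 in place of 0.526 for the combined score on Day 4, 0.344 in place of 0.718 for the combined score on Day 9, 0.357 in place of 0.538 for the combined score on Day 17 and 0.438 in place of 0.711 for the combined score on Day 24. It no longer passed at 0.542 in place of 0.882 for the T_em signature on Day 9 and 0.655 in place of 0.769 for the T_em signature on Day 17, and passed at 0.175 in place of 0.349 for the B cell signature on Day 4, 0.2 in place of 0.333 for the B cell signature on Day 9 and 0.226 in place of 0.295 for the B cell signature on Day 17. Over pairs of mice of 1 series, it was 0.636 in place of 0.769 for the T_em signature on Day 17, which no longer passed, and 0.788 in place of 0.687 for the T_em signature on Day 4, which then passed. With non-responder 24 as a responder, it was 0.297 in place of 0.295 for the B cell signature on Day 17, which then passed. That call turned on an adjustment over fewer comparisons, those of Day 17 alone. Before adjustment, the p of the permutation test of the mean score was 0.0262 and became 0.0242. Without the library of non-responder 29, the AUC was 0.697 in place of 0.676 for the T_em signature on Day 24, which then passed.

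Scaling also bears on the list scores. In log2(TPM + 1) the median of all genes itself changed by -0.16 by Day 17 and -0.18 by Day 24 in non-responders, and it differed by -0.27 on Day 4 and -0.26 on Day 9 between responders and non-responders. On this scale values no longer passed for changes in responders in chemokines (0.085 in place of 0.49), interferon-induced genes (0.24 in place of 0.41) and myeloid genes (0.30 in place of 0.70) by Day 9 and cytotoxicity genes (-0.15 in place of -0.36) and mitochondrial ribosomal proteins (-0.013 in place of -0.14) by Day 24; differences of changes in myeloid genes (-0.30 in place of -0.46) by Day 9; differences between responders and non-responders in erythroid genes (0.11 in place of 0.94) on Day 4. Here values then passed for differences of changes in immunoglobulin genes (0.45 in place of 0.086) by Day 24. In it, values had the opposite direction for changes in responders in immunoglobulin genes (0.007 in place of -0.24) by Day 24; differences of changes in cytotoxicity genes (0.26 in place of -0.053) and myeloid genes (0.10 in place of -0.41) by Day 24; differences between responders and non-responders in the T_em signature (-0.47 in place of 0.086) on Day 9, the T_em signature (-0.059 in place of 0.081) on Day 17 and interferon-induced genes (-0.25 in place of 0.26) and myeloid genes (-0.19 in place of 0.36) on Day 4. Relative to the median gene, chemokines, interferon-induced and myeloid genes of responders changed by 0.09, 0.24 and 0.30 by Day 9, and cytotoxicity genes, mitochondrial ribosomal proteins and immunoglobulin genes by -0.18, -0.04 and -0.02 by Day 24. Relative to it, the difference of changes by Day 24 was 0.24 for immunoglobulin genes, 0.05 for cytotoxicity genes and -0.10 for myeloid genes, and the difference between the groups was 0.38 for erythroid, 0.02 for interferon-induced and 0.08 for myeloid genes on Day 4 and -0.21 and -0.02 for the T_em signature on Days 9 and 17. The opposite direction was thus left for the T_em signature and for the difference of cytotoxicity genes.

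In log2(TPM + 0.1) the median of all genes changed by 0.23 by Day 17 and 0.14 by Day 24 in responders and by -0.31 and -0.38 in non-responders, and it differed by -0.67, -0.61, -0.13 and -0.14 between the groups on Days 4, 9, 17 and 24. On this scale values no longer passed for changes in responders in chemokines (0.22 in place of 0.49), interferon-induced genes (0.39 in place of 0.41) and myeloid genes (0.56 in place of 0.70) by Day 9 and cytotoxicity genes (-0.21 in place of -0.36) by Day 24; differences of changes in myeloid genes (-0.40 in place of -0.46) by Day 9 and the B cell signature (0.76 in place of 0.13) by Day 24. Here values then passed for differences of changes in immunoglobulin genes (0.73 in place of 0.086) by Day 24. In it, values had the opposite direction for changes in responders in immunoglobulin genes (0.038 in place of -0.24) and mitochondrial ribosomal proteins (0.022 in place of -0.14) by Day 24; differences of changes in cytotoxicity genes (0.45 in place of -0.053) and myeloid genes (0.19 in place of -0.41) by Day 24. Relative to the median gene, immunoglobulin genes and mitochondrial ribosomal proteins of responders changed by -0.10 and -0.12 by Day 24 and cytotoxicity genes by -0.36, and the differences of changes by Day 24 were 0.21 for immunoglobulin genes, -0.08 for cytotoxicity genes and -0.33 for myeloid genes, so that none of the opposite directions was left. Chemokines, interferon-induced and myeloid genes of responders changed by 0.17, 0.33 and 0.51 relative to it by Day 9.

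Among the mice with 4-digit tags alone, values no longer passed for changes in non-responders in the B cell signature (-0.13 in place of -0.092) and cytotoxicity genes (-0.34 in place of -0.32) by Day 24; differences of changes in myeloid genes (-0.31 in place of -0.46) by Day 9, keratins (0.23 in place of 1.31) by Day 17 and the B cell signature (0.19 in place of 0.13), keratins (0.48 in place of 1.20) and myeloid genes (-0.40 in place of -0.41) by Day 24; differences between responders and non-responders in the T_em signature (0.10 in place of 0.086) and erythroid genes (0.48 in place of 0.92) on Day 9, the T_em signature (0.044 in place of 0.081) on Day 17 and erythroid genes (0.64 in place of 0.94), interferon-induced genes (0.05 in place of 0.26) and myeloid genes (0.47 in place of 0.36) on Day 4. Here values had the opposite direction for changes in responders in mRNA splicing factors (-0.017 in place of 0.005) by Day 24; differences of changes in cytotoxicity genes (0.025 in place of -0.053) by Day 24. Among the mice with 3-digit tags alone, of which 4 are responders, values no longer passed for changes in responders in chemokines (1.03 in place of 0.49), interferon-induced genes (0.24 in place of 0.41) and myeloid genes (0.69 in place of 0.70) by Day 9 and immunoglobulin genes (-0.36 in place of -0.24), cytotoxicity genes (-0.49 in place of -0.36) and mitochondrial ribosomal proteins (-0.18 in place of -0.14) by Day 24; differences of changes in myeloid genes (-0.52 in place of -0.46) by Day 9 and the B cell signature (0.06 in place of 0.13), keratins (0.025 in place of 1.20) and myeloid genes (-0.43 in place of -0.41) by Day 24; differences between responders and non-responders in the T_em signature (0.046 in place of 0.086) and erythroid genes (0.90 in place of 0.92) on Day 9, the T_em signature (0.005 in place of 0.081) on Day 17 and erythroid genes (1.18 in place of 0.94), interferon-induced genes (0.42 in place of 0.26) and myeloid genes (0.41 in place of 0.36) on Day 4. Here values had the opposite direction for changes in responders in the B cell signature (-0.026 in place of 0.036) by Day 24; differences of changes in chemokines (0.18 in place of -0.27) by Day 9, keratins (-0.51 in place of 1.31) by Day 17 and immunoglobulin genes (-0.089 in place of 0.086) by Day 24.

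With response permuted within the series, values no longer passed for differences between responders and non-responders in the T_em signature (0.026 in place of 0.081) on Day 17 and erythroid genes (0.88 in place of 0.94) and interferon-induced genes (0.21 in place of 0.26) on Day 4. When haemoglobin genes were removed before scaling, values had the opposite direction for changes in responders in mRNA splicing factors (-0.009 in place of 0.005) by Day 24.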

Differences from the paper's values

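The alternatives without the library of non-responder 29 and with erythroid genes in the fit were the only tests in this part that were chosen after seeing the data, and the former only after its result was seen. The paper's counts of differentially expressed genes are shown in SF 5A and were read by eye.

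On Day 4, 493 genes were higher in responders than in non-responders, against about 0 in SF 5A of the paper, read by eye. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's among the mice with 4-digit tags alone (0) and those with 3-digit tags alone (0) and with the mice of stable disease left out (0), and not with DESeq2 (530), two-sided Wilcoxon tests (25), one-tailed Wilcoxon tests (123), no filter on low counts (517), at least 10 counts in every library (421), adjusted p alone (808), the ear tag series as a covariate (611) and haemoglobin genes removed (480). It did so too with erythroid genes in the fit (0), which was chosen after seeing the values. Lower in responders were 38 genes, against the paper's about 0 in SF 5A, read by eye. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with at least 10 counts in every library (0), the mice with 4-digit tags alone (0), the mice with 3-digit tags alone (0) and the mice of stable disease left out (0), and not with DESeq2 (32), two-sided Wilcoxon tests (8895), one-tailed Wilcoxon tests (10502), no filter on low counts (82), adjusted p alone (128), the ear tag series as a covariate (9) and haemoglobin genes removed (40). It did so too with erythroid genes in the fit (0), which was chosen after seeing the values.

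On Day 9, 458 genes were higher in responders, against the paper's about 220 in SF 5A, read by eye. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with one-tailed Wilcoxon tests (148) and the ear tag series as a covariate (267), and not with DESeq2 (468), two-sided Wilcoxon tests (50), no filter on low counts (608), at least 10 counts in every library (378), adjusted p alone (1189), the mice with 4-digit tags alone (0), the mice with 3-digit tags alone (344), the mice of stable disease left out (355) and haemoglobin genes removed (469). With erythroid genes in the fit (0), chosen after seeing the values, it did not. Lower in responders were 2 genes, against the paper's about 12 in SF 5A, read by eye. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with no filter on low counts (10), and not with DESeq2 (4), two-sided Wilcoxon tests (10177), one-tailed Wilcoxon tests (10937), at least 10 counts in every library (0), adjusted p alone (498), the ear tag series as a covariate (6), the mice with 4-digit tags alone (0), the mice with 3-digit tags alone (3), the mice of stable disease left out (4) and haemoglobin genes removed (1). With erythroid genes in the fit (0), chosen after seeing the values, it did not.

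On Day 24, 24 genes were higher in responders, against the paper's about 130 in SF 5A, read by eye. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with the mice of stable disease left out (99), and not with DESeq2 (47), two-sided Wilcoxon tests (0), one-tailed Wilcoxon tests (0), no filter on low counts (36), at least 10 counts in every library (4), adjusted p alone (425), the ear tag series as a covariate (1), the mice with 4-digit tags alone (0), the mice with 3-digit tags alone (0) and haemoglobin genes removed (24). With the library of non-responder 29 left out (83) and erythroid genes in the fit (18), chosen after seeing the values, it did not.

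The paper states that Day 9 has the most genes differing between responders and non-responders. Here Day 4 had the most, 531 against 460 on Day 9. Without responder 8 the order turned, with 421 on Day 9 against 337 on Day 4. Day 9 came first under these alternatives: two-sided Wilcoxon tests (10227 against 8920 on Day 4), one-tailed Wilcoxon tests (11085 against 10625 on Day 4), no filter on low counts (618 against 599 on Day 4), adjusted p alone (1687 against 936 on Day 4, although Day 24 had 2674 with the library of non-responder 29 left out as well, a setting chosen after seeing the values), the mice with 3-digit tags alone (347 against 0 on Day 4) and the mice of stable disease left out (359 against 0 on Day 4).

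Of the 8 clusters, 4 rose in responders and 7 fell in non-responders, where the paper's numbers are 5 and 6. The paper's 5 was reached with genes down to a mean TPM of 0.1, the mean of log2(TPM + 1) and haemoglobin genes removed, and its 6 with genes down to a mean TPM of 0.1.

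The paper links the clusters rising in responders to B cells, immunoglobulins, mRNA processing and mitochondrial genes. Its statements on functions rest on pathways enriched among the genes of single clusters. Here no enrichment was run, and the means of whole gene lists were compared instead. A list mean can stay level while part of its genes rise, so the 2 measures are not alike. In mean log2 CPM scaled by TMM, the immunoglobulin genes of responders were lower on Day 24 than on Day 4 (-0.24). Mitochondrial ribosomal proteins were lower (-0.14), splicing factors changed by 0.005 and the B cell signature by 0.036, the latter 2 within the spread. The total of immunoglobulin genes gave another picture. Its share of the counts without haemoglobin was 0.352% on Day 4 and 0.341% on Day 24 in responders. In non-responders the share was 0.450% and 0.349%. These changes of the total were not tested. Immunoglobulin genes rose in log2(TPM + 0.1) and log2(TPM + 1) (0.038 and 0.007, or -0.10 and -0.02 relative to the median gene), and mitochondrial ribosomal proteins in log2(TPM + 0.1) (0.022, or -0.12 relative to the median gene). The paper describes the activation of myeloid leukocytes and chemokines as additional in responders. Both lists rose by Day 9 in non-responders too (1.17 and 0.80), and the rise in responders differed from it by -0.46 for the myeloid list. The paper gives cell killing and the innate response as lower in non-responders. Cytotoxicity genes fell in both groups by Day 24 (-0.32 in non-responders and -0.36 in responders). The mean of the interferon-induced genes changed by 0.001 in non-responders, within the spread, with 2 of the 23 genes rising and 7 falling past the threshold.

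The paper states equal performance of the predictors of Day 9 and Day 24. Here their AUCs were 0.826 and 0.651. On log2 CPM scaled by TMM they were 0.752 and 0.741, and the Day 24 value was 0.736 without the library of non-responder 29, an alternative chosen after seeing the values. The change from Day 9 to Day 24 had the highest AUC of all predictors, as in the paper, except without the mice of stable disease, where Day 4 had 0.755 and this change 0.714.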

Other observations

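The tests of the share of rising genes under TMM and without haemoglobin genes, of the clonal expansion indices at equal read counts, of the T_em signature, of single lasso predictors against other splits, of the series on single days and of other splits on Day 4 were chosen only after the result was seen.

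The share of genes with a higher TPM on Day 24 than on Day 4 in each mouse followed the change in the haemoglobin share of its counts. Within responders r was -0.90 (Spearman's rho -0.98; -0.97 without the 2 farthest mice; n = 15) and within non-responders -0.88 (-0.94; -0.87; n = 29), with p = 1e-05 for each, the smallest that the permutations can give. Within the ear tag series r was -0.88 in responders with 4-digit tags (n = 11), -0.92 in non-responders with 3-digit tags (n = 22) and -0.93 in the 7 non-responders with 4-digit tags (exact permutation p = 0.00437; -0.53 without the 2 farthest); the 4 responders with 3-digit tags are too few for a correlation. In CPM scaled by TMM the relation was r = 0.29 in responders and -0.03 in non-responders, and the groups differed by -0.4 percentage points (p = 0.698, against 23.3 in TPM, p = 0.0549). TMM sets the middle genes of each library level, so that the small difference follows in part from the method and decides nothing. With haemoglobin genes removed and TPM rescaled, the relation stayed (r = -0.92 in responders and -0.84 in non-responders, p = 1e-05 for each, the smallest that the permutations can give), and the groups differed by 16.0 percentage points (p = 0.101; 21.9 within the series, p = 0.0492). Haemoglobin genes in the scaling are thus not the whole source of the relation. Scaling to other abundant genes and a change of most genes at once cannot be told apart by these values.

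The number of genes differing between responders and non-responders was set beside other splits of the same mice. As many genes as on Days 4, 9, 17 and 24 were given by 1, 1, 1 and 7 of 100 splits, the real one included, and by 1 of 100 for the 95 genes of Day 24 without the library of non-responder 29. A split of the mice by ear tag series gave 111, 737, 695 and 279 genes on the 4 days, more than the split by response on Days 9, 17 and 24. Splits made within the series gave as many genes as the real one in 1, 1, 23 and 29 of 100. For the 95 genes of Day 24 without the library of non-responder 29 it was 1 of 100, and a split by series of the same libraries gave 57 genes. With the series as a covariate the counts were 620, 273, 0 and 3 (1280 and 2214 at an unadjusted p below 0.05 on Days 17 and 24), and by gene symbol 459 of the 530 genes of Day 4 and 263 of the 459 of Day 9 were among them. Without that library 45 genes were left on Day 24 with the series as a covariate. The series thus leaves most genes of Days 4 and 9. With the fold change required, those of Day 17, and those of Day 24 with that library, may reflect a difference between the series. By adjusted p alone, splits within the series gave as many as the 249 genes of Day 17 in 14 of 100. They gave as many as the 1066 genes of Day 24, with that library, in 2 of 100, so the series need not account for that count. Without that library the series does not account for the whole Day 24 count.

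For the changes from Day 4, the days were reassigned within each mouse. Of 100 reassignments, the real one included, 1, 1 and 1 gave as many genes in responders on Days 9, 17 and 24, and 1, 1 and 1 in non-responders, so the course over the days is larger than the spread between libraries in both groups. The change by Day 9 differed between the groups in 0 genes (719 at an unadjusted p below 0.05), a count that all 51 splits reach.

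The held-out AUCs of the lasso predictors were also compared with permuted labels for the changes between days. As high an AUC was given by 27 of 100 label sets for Day 9 minus Day 4, 3 for Day 17 minus Day 4, 4 for Day 17 minus Day 9, 3 for Day 24 minus Day 4 and 10 for Day 24 minus Day 17. For Days 4, 9, 17 and 24 alone and Day 24 minus Day 9 the numbers were 3, 2, 7, 7 and 1. Adjusted over the 10 predictors, 0 reached an adjusted p of 0.05, and the lowest adjusted p was 0.06. The smallest p that 99 permutations can give is 0.01, which a single predictor cannot carry past this adjustment, so that the adjusted values say little. Over pairs of mice of 1 ear tag series, labels permuted within the series gave as high an AUC in 5 of 100 sets on Day 9 and 4 for Day 24 minus Day 9. 0 of the 10 predictors stood apart within the series after adjustment over the 10, although 9 lay above the mean of the permuted sets and 3 had an unadjusted p of at most 0.05. The series alone separated the groups with an AUC from 0.736 to 0.75. A contribution of the series to the AUCs and one of response cannot be told apart with these mice, since 4 responders and 7 non-responders carry the comparison within the series.

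The clonal expansion indices of T and B cells per library were taken from the paper's Source Data and set beside the counts of receptor genes in the same libraries. The paper's B cell index was 703 ± 115 (SD, n = 15) in responders and 563 ± 106 (n = 30) in non-responders on Day 9, a difference of 141 (permutation test, p = 2.9e-04). Within the groups of day and response it fell as the immunoglobulin counts of the library rose, with a median r of -0.70 (from -0.81 to -0.57; adjusted p at most 0.05 in 8 of 8 groups), and within the series with a median of -0.66 (adjusted p at most 0.05 in 10 of 12). More reads thus did not raise the index. Within the ear tag series the Day 9 difference of the B cell index was 77.5 (permutation within the series, p = 0.0319, adjusted p = 0.0638). At equal immunoglobulin counts the difference on Day 9 was 5.41 (p = 0.843), which is consistent with few immunoglobulin reads as the source of a high index. On Day 4 the difference of 206 became 108 (p = 0.0356), and 61.3 with the series as well (p = 0.248); on Days 17 and 24 it went from 54.8 to -7.11 and from -44 to -37.5. The paper's T cell index differed by 18.5, 17.9, 11.7 and -2.71 on Days 4, 9, 17 and 24, and by 0.371 on Day 9 at equal T cell receptor counts (p = 0.969). It too fell with the receptor counts (median r -0.39, positive in 0 of 8 groups, adjusted p at most 0.05 in 3). Within the series the median was -0.41, with 1 of 12 groups positive and an adjusted p of at most 0.05 in 1. On Day 9 the T cell index differed by 1.9 between the groups within the series (permutation within the series, adjusted p = 0.826). Few receptor reads and the series thus cannot be told apart as sources of its Day 9 difference. Clonal expansion itself would also raise the index, and the reads of single clones were not analysed here, so a biological difference stays open.

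The paper tests its T_em and B cell signatures in patients and tumors, and in the mouse blood libraries they gave these values. The T_em signature was 4.28 ± 0.05 log2 CPM (SD, n = 15) in responders and 4.19 ± 0.05 (n = 30) in non-responders on Day 9, a difference of 0.09 (permutation test, adjusted p = 2.6e-04), and its AUCs for response on Days 4, 9, 17 and 24 were 0.687, 0.882, 0.769 and 0.676 (0.697 without the library of non-responder 29). At an equal level of erythroid genes the Day 9 difference was 0.0851 (p = 1.1e-04) and within the ear tag series 0.077, so neither red cell RNA nor the series accounts for it. With ssGSEA on TPM in place of the mean, the AUC on Day 9 was 0.542. Over all genes tested, 29 of its 152 genes were higher and 1 lower in responders on Day 9, or 31 and 1 adjusted over the list alone. More T_em cells in the blood of responders on Day 9 may explain the difference, as a hypothesis that depends on the scoring. The B cell signature gave AUCs of 0.349, 0.333, 0.295 and 0.644, and the combined score 0.526, 0.718, 0.538 and 0.711 (adjusted p = 0.00366 on Day 24).

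Of the genes the paper names for these signatures, Cxcr6 (log2 fold change 0.55, adjusted p = 7.78e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Cxcr3 (0.36, 0.00462), Gzmb (0.25, 0.0251) and Nkg7 (0.21, 0.047) were higher in responders on Day 9, each by less than 1.5-fold. Tbx21 (0.23, 0.0832) and Cx3cr1 (0.11, 0.602) did not pass. Cd22 (-0.11), Cd79a (-0.02), Cd79b (-0.10) and Ms4a1 (-0.14) were lower in responders, with adjusted p from 0.0594 to 0.877 in the same test.

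Several lists changed alike in both groups. T cell genes changed by -0.52 (0 of 15 mice higher, adjusted p = 6.5e-05) in responders and -0.55 (0 of 29 mice higher, adjusted p = 6.5e-05) in non-responders by Day 9, and by -0.27 and -0.24 by Day 24. The T_em signature changed by -0.18 (0 of 15 mice higher, adjusted p = 5.62e-04) and -0.13 (7 of 29 mice higher, adjusted p = 2.79e-04) by Day 24, and DNA replication genes by -0.10 (4 of 15 mice higher, adjusted p = 0.0164) and -0.11 (3 of 29 mice higher, adjusted p = 6.5e-05) by Day 9. Keratins rose by 1.57 (15 of 15 mice higher, adjusted p = 0.00308) and 1.44 (24 of 29 mice higher, adjusted p = 2.34e-04) by Day 9. Of the 117 comparisons of list changes, 55 had an adjusted p of at most 0.05 in these permutation tests. Between the groups, myeloid and interferon-induced genes were higher in responders on Day 4 (0.36 and 0.26, adjusted p = 0.021 for each), and the T_em signature on Day 17 (0.08, adjusted p = 0.027). The adjusted p was 0.0572 for the myeloid genes without responder 5, 0.0574 for the interferon-induced genes without responder 8, and at most 0.0715 for the T_em signature without responder 5, 11, 13, 14 or 15. DNA replication genes were lower in responders on Day 24 only without the library of non-responder 29 (-0.08, adjusted p = 0.00156, against -0.06 and 0.213 with it).

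Erythroid genes rose by 0.82 (22 of 29 mice higher, adjusted p = 1.85e-04) in non-responders by Day 24 and by 0.08 (7 of 15 mice higher, adjusted p = 0.902) in responders. The difference of -0.76 in their mean was within the spread (permutation test, adjusted p = 0.0718), and it passed when non-responder 18, responder 4 or responder 15 was left out (lowest adjusted p = 0.0238). In edgeR's test of the same difference, 13 of the 15 genes had the smaller change in responders over all genes tested and 15 adjusted over the list alone (median difference -1.31). The single library of non-responder 29 on Day 24 decided these calls. Without it, 0 of the genes passed over all genes tested (13 at an unadjusted p below 0.05) and 8 adjusted over the list alone (median difference -0.66), and the difference in their mean was -0.63 (adjusted p = 0.0959).

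Xist had from 6.31 to 439 CPM (median 143, not scaled by TMM) in the 178 libraries. The Y-linked genes Ddx3y and Eif2s3y had no count in any library, and Kdm5d and Uty had 1 count in 1 library each, so the libraries show the RNA of female mice. The paper states that both sexes were used. For this reason the sex genes cannot decide whether the Day 17 library of non-responder 24 is of that mouse: a library of any other mouse would look alike, and a mislabelled sample and a correct one cannot be told apart by them.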
